# An RNA-sequencing analysis to determine potential upstream transcriptional regulators of essential amino acid deficiency responses in bovine mammary epithelial cells

**DOI:** 10.1186/s12864-026-12791-y

**Published:** 2026-03-27

**Authors:** Boning Li, Dave J. Innes, Eduardo S. Ribeiro, John Doelman, Sergio A. Burgos, John P. Cant

**Keywords:** Essential amino acid deficiency, Transcription factors, Cell cycle progression, Interferon signaling, ATF4, FOXM1, Bovine mammary epithelial cell

## Abstract

Essential amino acids (EAA) may alter bovine mammary epithelial cell (BMEC) activities through regulation of gene transcription. For this study, we used pathway analysis of RNA-sequencing data to identify upstream transcription factors (TF) that potentially mediate the effects of single EAA deficiency on BMEC. Differentiated BMEC were cultured in 1 of 4 treatment media representing normal physiological concentrations of all amino acids (CTL), or ¼ the normal concentration of histidine (LH), lysine (LK), or methionine (LM). After 48 h, rates of DNA synthesis were reduced 30 to 40% by each of the deficiencies. Protein synthesis rate was 30 to 50% lower in LK and LM but was unaffected by LH. Up-regulated upstream TF included those related to nutrient stress, interferon signaling, and suppression of cell population growth. Down-regulated TF were primarily related to cell cycle progression. An array of classic ATF4 targets increased in response to EAA deficiencies including amino acid transporters, branched-chain aminotransferase, aminoacyl-tRNA synthetases, sestrin2 (a leucine sensor), and activators of apoptosis. Interferon signaling emerged as a novel pathway activated by EAA deficiencies, possibly contributing to reduced cell proliferation and protein synthesis. In contrast, the MAPK signaling pathway was unaffected. Expression of hypoxia-inducible factor 1α (HIF1A) increased, consistent with an anti-proliferative role. Downregulation of Forkhead box protein M1 (FOXM1) likely contributed to slower cell proliferation. These findings reveal a complex network of transcriptional regulators and signaling pathways influenced by EAA availability and shed light on the nutritional regulation of milk protein production by dairy cows.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-026-12791-y.

## Background

 The intakes of dietary energy and essential amino acids (EAA) are well documented as major determinants of milk component yields in lactating dairy cows [1, 2]. However, the intracellular mechanisms by which supplementation of dietary nutrients, particularly EAA, stimulates milk and milk protein production are not completely understood. EAA are not only building blocks of proteins but also serve the function of signaling mediators in several regulatory pathways in mammary cells, including the mammalian target of rapamycin complex 1 (mTORC1) and eukaryotic initiation factor 2α (eIF2 α) kinase networks [3, 4]. These pathways are a means by which EAA rapidly affect the global mRNA translation rate, within minutes or hours. However, the longer-term transcriptional response to EAA supply remains poorly characterized.

Sustained nutritional effects on milk component yields are mediated through alterations in mammary epithelial cell mass, driven by modifications in protein synthesis, cell proliferation, differentiation and apoptosis [5]. Transcription factors (TFs) that regulate gene transcription have been studied as mediators of cell proliferation and apoptosis responses to nutrition in many species and tissues. We previously hypothesized a set of eight TFs involved in communicating AA status to bovine mammary epithelial cells (BMEC) and found that Activating transcription factor 4 (ATF4) was activated by lysine and methionine deprivation [6]. ATF4 is the classic AA response mediator in cells that is activated by general control nonderepressible 2 (GCN2) during EAA deficiency to respond to and compensate for the stress [7]. The compensation is achieved by inducing expression of genes for AA transporters such as cationic AA transporter (SLC7A1) and branched chain AA transporter (SLC7A5), and for AA synthesizing enzymes such as asparagine synthetase (ASNS) ([7, 8]. Simultaneously, ATF4 suppresses the mTORC1 pathway of cell growth promotion through DNA damage-inducible transcript 4 (DDIT4) and sestrin2 (SESN2) [9], and promotes cell apoptosis through DDIT3 [7, 8]. It appears that ATF4 regulates complex signaling pathways to counter cellular stress by increasing the availability of AA within cells, inhibiting protein synthesis, and promoting apoptosis.

Another potential means of transcriptional regulation in response to EAA is through the MAPK signaling pathway of RAS/RAF/MEK/ERK [10]. However, our previous research found that MAPK target genes FOS and JUN were not activated in BMEC by more than 24 h of lysine and methionine deficiency [6]. Instead, we found that the TFs hypoxia-inducible factor-1 alpha subunit (HIF1A) and early growth response 1 (EGR1) were respectively up- and down-regulated by methionine deficiency in accord with the slower proliferation rate [6]. Lysine deficiency did not produce these effects. Evidence indicates that EAA deficiency may influence cell proliferation through the ATF4 or MAPK pathways or other unidentified pathways. Furthermore, there may be undiscovered TFs involved in an EAA stress response in BMEC. Investigating these potential TFs within the signaling network is crucial to advancing our understanding of the regulatory effects of EAA in the mammary glands of dairy cows.

To identify potentially novel TFs that mediate the effects of EAA deficiency on mammary cell activity, we used a genome-wide approach based on RNA-sequencing (RNA-Seq) of gene expression in BMEC exposed to histidine, lysine, or methionine deprivation for 60 h. Deficiencies in exogenous supply of each of these EAA have been found to depress daily milk protein yields from the mammary glands of lactating cows [11, 12]. Differentially expressed genes (DEG) were detected to characterize BMEC responses, but the data were primarily used to identify key upstream transcriptional regulators of the responses to EAA deficiency.

## Materials and methods

### Isolation and culture of bovine mammary epithelial cells

Details of the isolation and culture of BMEC were described in Li et al. [6]. Briefly, mammary tissue was collected from lactating Holstein cows post-slaughter. The tissue was cleaned, minced, and digested with collagenase Type III and DNase I at 37 °C for 4 h. After filtration and centrifugation, the enriched epithelial organoids were either cryopreserved or seeded in collagen-coated dishes with a specialized medium. The culture medium consisted of a 1:1 mixture of DMEM/F12 and MCDB170, supplemented with 10% (vol/vol) fetal bovine serum, 0.1% (wt/vol) albumax II, 7.5 µg/mL bovine insulin, 0.3 µg/mL hydrocortisone, 5 ng/mL recombinant human epidermal growth factor, 2.5 µg/mL bovine apo-transferrin, 5 µM isoproterenol, 5 pM 3,3′,5-triiodo-l-thyronine, 0.5 pM β-estradiol, 0.1 nM oxytocin, and 1× antibiotics/antimycotics. Medium was refreshed every 3 d during the first week and, once most organoids had attached to the dish, replaced every 2 d in an incubator at 37 °C with a 5% CO_2_ humidified atmosphere until primary mammary epithelial cells were further passaged.

All experiments were performed using third passage BMEC. Cells were seeded on 6-well cell culture plates and grown to confluence in a medium containing 0.25% fetal bovine serum at 37 °C with a 5% CO_2_ humidified atmosphere. The BMEC were differentiated for 5 d in DMEM modified to contain 3.5 mM D-glucose, 2 mM sodium acetate, and 200 µM L-glutamine, supplemented with lactogenic hormones (5 µg/mL each of bovine insulin, prolactin, and hydrocortisone), 5 µg/mL apo-transferrin, 0.5 mg/mL BSA, and 1× antibiotics/antimycotics. The medium was changed every 2 d.

### Treatments and sample collection

Differentiated BMEC were cultured in triplicate under four treatment conditions: normal physiological concentrations of all amino acids (CTL), low histidine (LH), low lysine (LK), or low methionine (LM) for 60 h. The base medium was DMEM containing 3.5 mM D-glucose, 2 mM sodium acetate, and 200 µM L-glutamine, supplemented with lactogenic hormones (5 µg/mL each of bovine insulin, prolactin, and hydrocortisone), 5 µg/mL apo-transferrin, 0.5 mg/mL BSA, and 1× antibiotics/antimycotics. All amino acids except lysine, methionine and histidine were added at their normal physiological concentrations based on physiological plasma AA profiles in lactating dairy cows [13, 14] (in µM): 180 L-alanine, 80 L-arginine, 50 L-Asparagine, 10 L-Aspartic acid, 12 L-Cysteine; 60 L-Glutamic acid, 170 L-Glutamine, 200 L-Glycine, 120 L-Isoleucine, 180 L-Leucine, 50 L-Phenylalanine, 70 L-Proline, 70 L-Serine, 110 L-Threonine, 30 L-Tryptophan, 50 L-Tyrosine, and 240 L-Valine. Treatments were base medium with (1) 80 µM L-Lysine, 20 µM L-Methionine, and 40 µM L-Histidine (CTL), (2) 80 µM L- Lysine, 20 µM L- Methionine, and 10 µM L- Histidine (LH), (3) 20 µM L- Lysine, 20 µM L- Methionine, and 40 µM L- Histidine (LK), and (4) 80 µM L- Lysine, 5 µM L- Methionine, and 40 µM L- Histidine (LM). After 60 h, wells were rinsed twice with phosphate-buffered saline (PBS), and cells were harvested for gene expression or protein analysis. Samples were stored at -80 °C until further analysis.

### RNA extraction

Total RNA was extracted from the cells using the Invitrogen PureLink RNA Mini Kit according to the manufacturer’s instructions. RNA concentration and purity were quantified by measuring absorbance at 260 nm and 260/280 nm, respectively, using a NanoDrop OneC microvolume spectrophotometer (Thermo Fisher Scientific, Waltham, MA). All RNA integrity numbers exceeded 8. The isolated RNA was treated with DNase to prevent DNA contamination, following the Invitrogen DNase I kit protocol.

### RNA-Seq analysis

Total RNA and library preparation quality check were performed at the Advanced Analysis Centre (University of Guelph, Guelph, Canada) using the TruSeq stranded mRNA sample preparation kit (Illumina, San Diego, USA) following the manufacturer’s protocol. RNA was sequenced on an Illumina NovaSeq 6000, producing 150 bp paired-end reads with a minimum sequencing depth of 150 million reads. Reads were cleaned with ‘fastp’ [15]. Two samples (CTL3, LM2) did not pass quality checks and were excluded from downstream analysis. 

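LM2 is the library of LM replicate 2, and its counts were compared with those of the 10 libraries that the paper kept. CTL3 is not analysed here. A total of 173982461 reads was counted on genes in LM2, below the lowest total among the kept libraries. At least 1 read was counted on 14524 genes in LM2, against 15268 and 15694 genes in LM replicates 1 and 3. Among the 905 genes that averaged 50 to 100 counts in the kept libraries, after scaling each library to the same total, 400 genes (44.2%) had a count of 0 in LM2. The corresponding share, with the mean taken over the other kept libraries, was 26.1% and 15.1% in LM replicates 1 and 3, 32.1% and 20.6% in CTL replicates 1 and 2, 2.93% to 10.6% in the 3 LH libraries and 1.66% to 8.67% in the 3 LK libraries. Pearson's r of log2 CPM between LM2 and LM replicates 1 and 3 was 0.9905 and 0.9900, against 0.9955 between LM replicates 1 and 3. These correlations are across genes within libraries, and genes are not independent replicates. The paper lists 118.9 M read pairs and 86.1% alignment for LM2 in Supplementary Table S1, and gives failed quality checks as the reason for leaving it out.

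**Figure D1:**
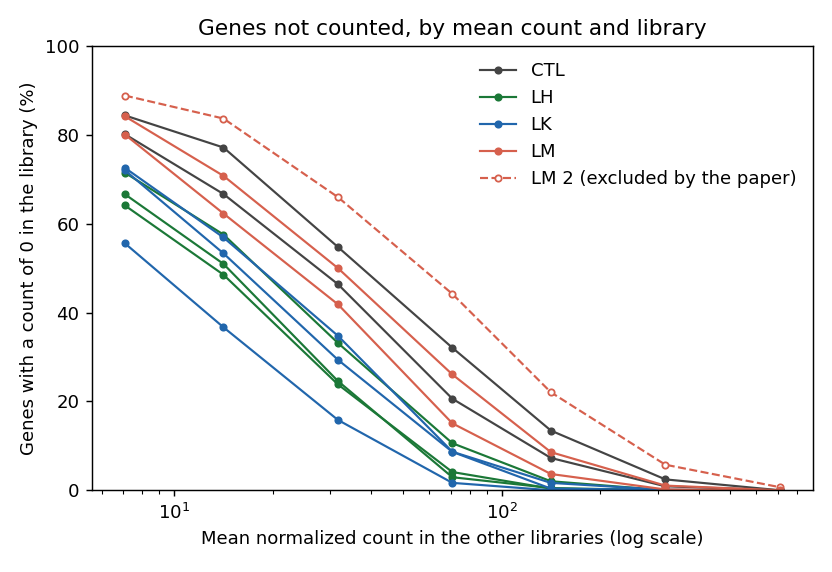
Percentage of genes with a count of 0 in each library against the mean normalized count of the gene in the other libraries, on a log axis, with 1 line per library and colours for CTL, LH, LK and LM. At mean counts of 50 to 100 the line of LM2 stands at 44.2%, above the CTL and LM lines, which lie above all LH and LK lines.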

Approximately 90% of the average 155 million reads per sample were aligned to the bovine reference genome (ARS-UCD1.2; NCBI: GCA_002263795.2) using ‘STAR’ aligner [16]. Genes were counted using ‘featureCounts’ [17] referenced to the Ensembl 100 annotation file (Bos_taurus.ARS-CD1.2.dna.toplevel.fa.gz).

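The values deposited by the authors are whole counts per gene, without normalization, for 27607 Ensembl gene identifiers. The total counted on genes, divided by the number of read pairs that the paper lists for the library in Supplementary Table S1, was between 1.40 and 1.57 over the 11 libraries, so that totals exceeded the number of read pairs in each of them. Among the values of 1 to 20 in a library, between 67.5% and 76.2% were even numbers. There were between 445 and 1438 such values per library.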

Approximately 72% of these reads were aligned to an annotated to gene, resulting in 18,421 of 27,607 genes (67%) in the bovine reference genome with more than 10 reads across all samples. 

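Summed over the 10 libraries that the paper used, 18345 genes (66.5%) had more than 10 reads, and with LM replicate 2 added there were 18383 (66.6%). A limit of at least 10 reads, chosen after seeing the data, kept 18421 genes of the 10 libraries. More than 10 reads in each of the 10 libraries were found for 13446 genes. No read was counted on 8596 genes in any of the 11 libraries. With the read numbers of Supplementary Table S1, which are the paper's, an average of 76.0% of the reads of the 10 libraries was counted on genes, ranging from 69.9% in CTL replicate 1 to 78.6% in LK replicate 3. Relative to the reads that the paper reports as aligned, the average was 84.3%.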

Differential expression of genes between each deficiency treatment and CTL was determined using the ‘DESeq2’ package [18] in R. Genes with an absolute log2 fold change ≥ 1 and a false discovery rate < 0.05 were considered differentially expressed. DEG were analyzed regarding their biological processes and functions and assigned to canonical pathways by Ingenuity Pathway Analysis (IPA; Qiagen Inc., www.qiagen.com/ingenuity) with default parameters in General Settings, Networks, Data sources, Confidence, Species, Tissues & Cell Lines, and Mutation. Principal component analysis (PCA) was generated by ‘DESeq2’ package in R to visualise the transcriptomic variation among samples. Upstream regulator analysis was conducted using IPA to predict the activation states of upstream regulators based on curated data from the Ingenuity^®^ Knowledge Base. IPA employs the activation z-score algorithm, which is designed to generate predictions of activation, inhibition, or no effect based on DEGs [19]. The criteria for this analysis were set to an absolute z-score ≥ 2, overlap p-value < 0.05, and molecule type = transcriptional regulator.

### Protein and DNA synthesis rate assays

Differentiated BMEC were cultured in treatment media containing either CTL, LH, LK, or LM for 60 h. Protein and DNA synthesis rates were assessed by measuring the incorporation of L-[2,3,4,5,6-³H]phenylalanine and [methyl-³H]thymidine, respectively, into an acid-precipitable fraction during the final 2 h of treatment. After 46 h of incubation, [³H]phenylalanine and [³H]thymidine were added to a final concentration of 1 µCi/mL in three separate wells for each tracer at 37 °C. Following a 2-h labeling period, wells were washed three times with PBS to stop the radioactive isotope label before cells were lysed in 0.5 mL of RIPA buffer and homogenized. DNA concentrations in 10 µL of cell lysate were determined using the DNA Qubit Assay (Invitrogen, Carlsbad, CA).

For protein and DNA precipitation, homogenates from [³H]phenylalanine and [³H]thymidine incubations were treated with 0.5 mL ice-cold 20% TCA and incubated on ice for 30 min, followed by centrifugation at 15,000 × g for 5 min. The resulting pellets were washed thrice by resuspension and centrifugation with 5% TCA. After the final wash, pellets were dissolved in 0.5 M NaOH, and 0.5 mL of the solution was mixed with 5 mL of scintillation cocktail for counting in a ³H window on a liquid scintillation counter (Beckman LS 6000, USA). Protein and DNA synthesis rates were expressed as disintegrations per minute (DPM) per nanogram of DNA.

### Statistical analysis

Observations of protein and DNA synthesis rate were subjected to one-way analysis of variance (ANOVA) by the GLIMMIX procedure of SAS Studio (SAS Institute Inc., Cary, NC, USA) with a fixed effect of treatment and random effect of replicate. Pairwise comparisons between the control and each EAA deficiency treatment were performed using Dunnett’s test. Statistical significance was declared at *P* < 0.05.

## Results

### Differential expression of genes due to single EAA deficiency reveals down-regulation of mitosis and up-regulation of interferon signaling

Compared to CTL, the number of DEG were 383 for LH, 780 for LK, and 536 for LM when considering log2 fold change ≥ 1 or ≤ -1 and False Discovery Rate (FDR) < 0.05. 

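The RNA-Seq data came from bovine mammary epithelial cells (BMEC), the cells that secrete milk in the udder, which were differentiated in culture and kept for 60 h in media that differed in 1 essential amino acid (EAA). The LH, LK and LM media contained 10 µM histidine in place of 40, 20 µM lysine in place of 80 and 5 µM methionine in place of 20, respectively. The paper used 2 CTL, 3 LH, 3 LK and 2 LM libraries. Between 236844632 and 242477133 reads per library were counted on genes in CTL, between 199231024 and 278354731 in LH with a median of 234457959, between 243814561 and 253869127 in LK with a median of 249344726, and 257192037 and 220425791 in LM replicates 1 and 3. The paper states its depth as reads per sample before alignment, whereas the values here are reads counted on genes. The authors cleaned the reads with fastp, aligned them with STAR to the bovine assembly and counted them per gene with featureCounts, and the deposited counts were analysed without further change. The 10 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, so that the 4 groups shared the estimate of the spread between replicates, and the p-values of each comparison were adjusted by the Benjamini-Hochberg method. Genes with more than 10 reads over the 10 libraries were tested, and DEG were taken at the thresholds of the paper. Choices that could change the numbers are the test, the limit on low counts, the inclusion of LM replicate 2 and the small number of CTL and LM libraries. The deposited table pairs no gene names with its Ensembl identifiers, so genes are given by identifier and none of the genes named by the paper was looked up.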

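Relative to CTL, edgeR's quasi-likelihood test called 214 DEG for LH, of which 133 were higher and 81 lower, 572 DEG for LK, of which 274 were higher and 298 lower, and 269 DEG for LM, of which 148 were higher and 121 lower. With LM replicate 2 added to the fit, the counts were 100 for LH, 394 for LK and 158 for LM, and the order of the 3 treatments was kept. DESeq2, the tool of the paper, called 400 DEG for LH, 842 for LK and 541 for LM from the same 10 libraries and thresholds. For LK, 481 of these were higher and 361 lower, so the direction with more DEG differed between the tests. For LH and LM, DESeq2 also called more genes higher (299 and 295) than lower (101 and 246). With only the 2 groups compared in the edgeR fit, however, 69 DEG of LH were higher and 72 lower, and 80 and 84 of LM. Of the DESeq2 calls for LH, LK and LM, 203, 552 and 257 were also called by edgeR, in the same direction in each case. The number of calls depended on which CTL library was left out. With the lone CTL library assumed to vary like the other groups, edgeR called 449 DEG for LH, 889 for LK and 490 for LM without CTL replicate 2, and 230, 552 and 305 without CTL replicate 1. Among the genes with the smallest p-values, ENSBTAG00000007881 had 3362 ± 86.4 normalized counts in CTL (SD, n = 2) and 17977 ± 2652 in LH (SD, n = 3), 48021 ± 3235 in LK (SD, n = 3) and 12738 ± 2443 in LM (SD, n = 2). Its log2 fold change was 2.42 in LH (standard error 0.11), 3.84 in LK (0.11) and 1.92 in LM (0.11), with edgeR adjusted p-values of 4.54e-27, 1.91e-36 and 8.92e-22. LM replicate 2 had 9910 normalized counts of this gene, also above both CTL libraries. The log2 fold change of ENSBTAG00000052665 was 1.70 in LH (standard error 0.09), 2.76 in LK (0.09) and 2.22 in LM (0.09), with edgeR adjusted p-values of 7.71e-24, 8.50e-34 and 7.00e-28. ENSBTAG00000011839 fell by 1.41 on the log2 scale in LK (standard error 0.07) and by 1.33 in LM (0.08), with edgeR adjusted p-values of 7.50e-26 and 1.88e-21. In LH it fell by 0.43 (standard error 0.07, edgeR adjusted p = 6.08e-06), which is short of the fold change threshold. ENSBTAG00000007583 fell by 1.11 on the log2 scale in LK (standard error 0.05, edgeR adjusted p = 1.92e-27) and stayed short of the fold change threshold in LH and LM. LM replicate 2 had 49384, 31460 and 1750580 normalized counts of the last 3 genes, on the same side of both CTL libraries as LM replicates 1 and 3. For ENSBTAG00000007583, however, its value lay within the range of LH (1674120 to 1964200) and above LM replicates 1 and 3 (1447530 and 1348610). From the DEG of each treatment, the paper goes on to derive the pathways and upstream regulators that it assigns to EAA deficiency.

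**Figure D2:**
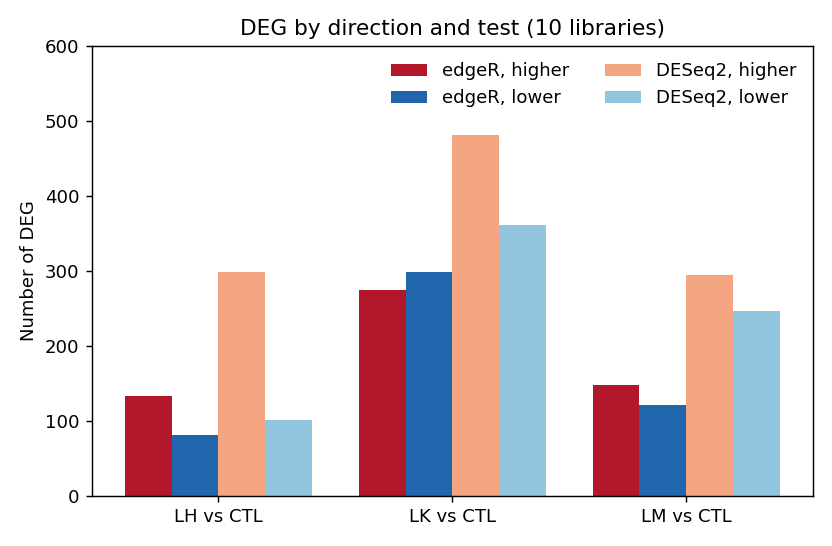
Number of DEG of LH, LK and LM relative to CTL that were higher or lower, called by edgeR and by DESeq2 from the 10 libraries used by the paper. In LH, DESeq2 called 299 genes higher and 101 lower, where edgeR called 133 and 81.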

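The fold changes of DEG depended on the number of reads behind them. Of the DEG called by DESeq2, 195 in LH, 266 in LK and 271 in LM had a fitted log2 fold change beyond 5 in either direction, against 47, 81 and 67 of those called by edgeR. Many of these genes had a count of 0 in every library of a group, for which a fitted fold change depends on the model and is not a bound. In LH, 176 genes called by DESeq2 had 0 reads in both CTL libraries and 7 had 0 reads in the 3 LH libraries. In LK these numbers were 223 and 26, and in LM 148 and 95. Among the calls of edgeR, 45 in LH, 78 in LK and 62 in LM had 0 reads in all libraries of a group. None of the edgeR calls and 1, 5 and 9 of the DESeq2 calls in LH, LK and LM averaged under 10 normalized counts over the 2 groups compared. Genes called by both tests had a median of 1101 normalized counts in LH, 1145 in LK and 1062 in LM, whereas genes called by DESeq2 alone had medians of 34.0, 31.8 and 41.3. At least 1 library of the 2 groups had a count of 0 in 159 of the 197 genes called by DESeq2 alone in LH, 209 of 290 in LK and 213 of 284 in LM.

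**Figure D3:**
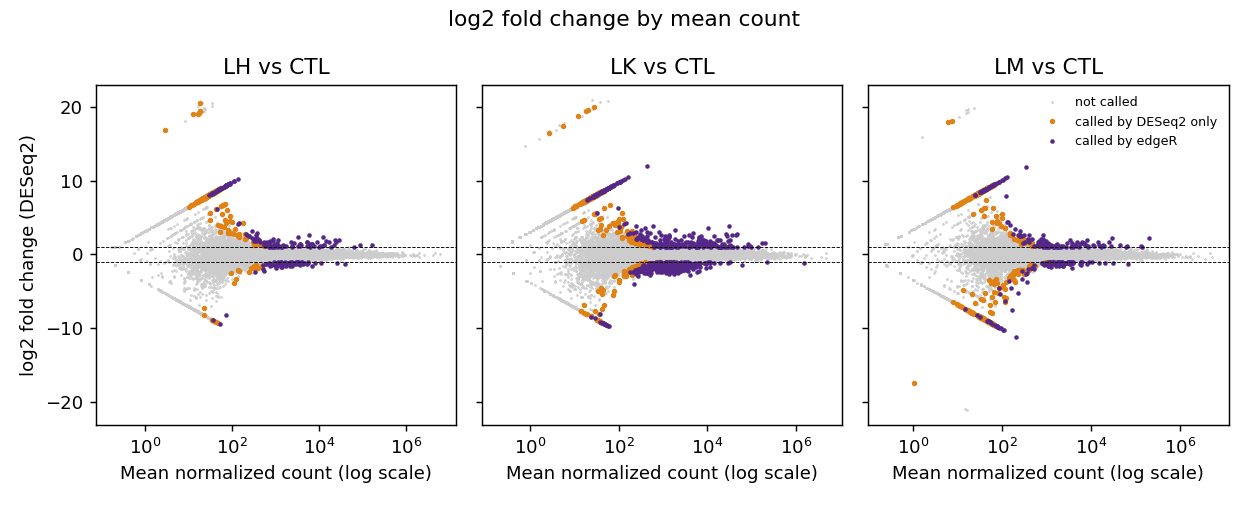
log2 fold change fitted by DESeq2 against the mean normalized count of the gene over the 2 groups, on a log axis, for LH, LK and LM relative to CTL. Grey points were not called, orange points were called by DESeq2 alone and purple points by edgeR, and dashed lines mark log2 fold changes of 1 and -1. Orange points lie at low counts, with medians of 31.8 to 41.3, and straight lines of points at large fold changes are genes with 0 reads in a whole group.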

DEGs between each EAA treatment and CTL were visualized using volcano plots, which illustrate the magnitude and statistical significance of gene expression changes (Fig. 1). 

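In principal component analysis, the separation of treatments depended on the genes entered. On log2 CPM of all 18345 tested genes, which were not chosen by treatment, the first 2 components held 17.9% and 14.0% of the variance. Differences between groups made up 39.0% of the total squared distance between the 10 libraries, against a median of 33.0% over all 25200 ways to label them (exact permutation test, one-sided, p = 0.00016). With LM replicate 2 added, the share was 35.0% (exact permutation test, one-sided, p = 0.0021). On the 500 genes with the largest variance after the variance stabilizing transformation of DESeq2, the share between groups was 91.1%, and the first 2 components held 73.4% and 10.4% of the variance. On the 684 DEG that edgeR called in at least 1 comparison with CTL the share was 77.4%, although these genes were chosen for differing between groups. Over all tested genes, the nearest library was a replicate of the same treatment for 3 of the 10 libraries, all of them LK. This held for 6 of 10 over genes averaging 200 counts or more, a limit chosen after seeing the data, and for 10 of 10 over the 500 most variable genes. Pearson's r of log2 CPM between replicates, taken across genes, was 0.994 in CTL, 0.9962 to 0.9975 in LH and 0.9976 to 0.9982 in LK.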

Plots of the top 2 principal components from PCA of DEG (Fig. 2A) show a robust clustering of DEG according to treatment and a high repeatability between treatment replicates.

**Fig. 1:**
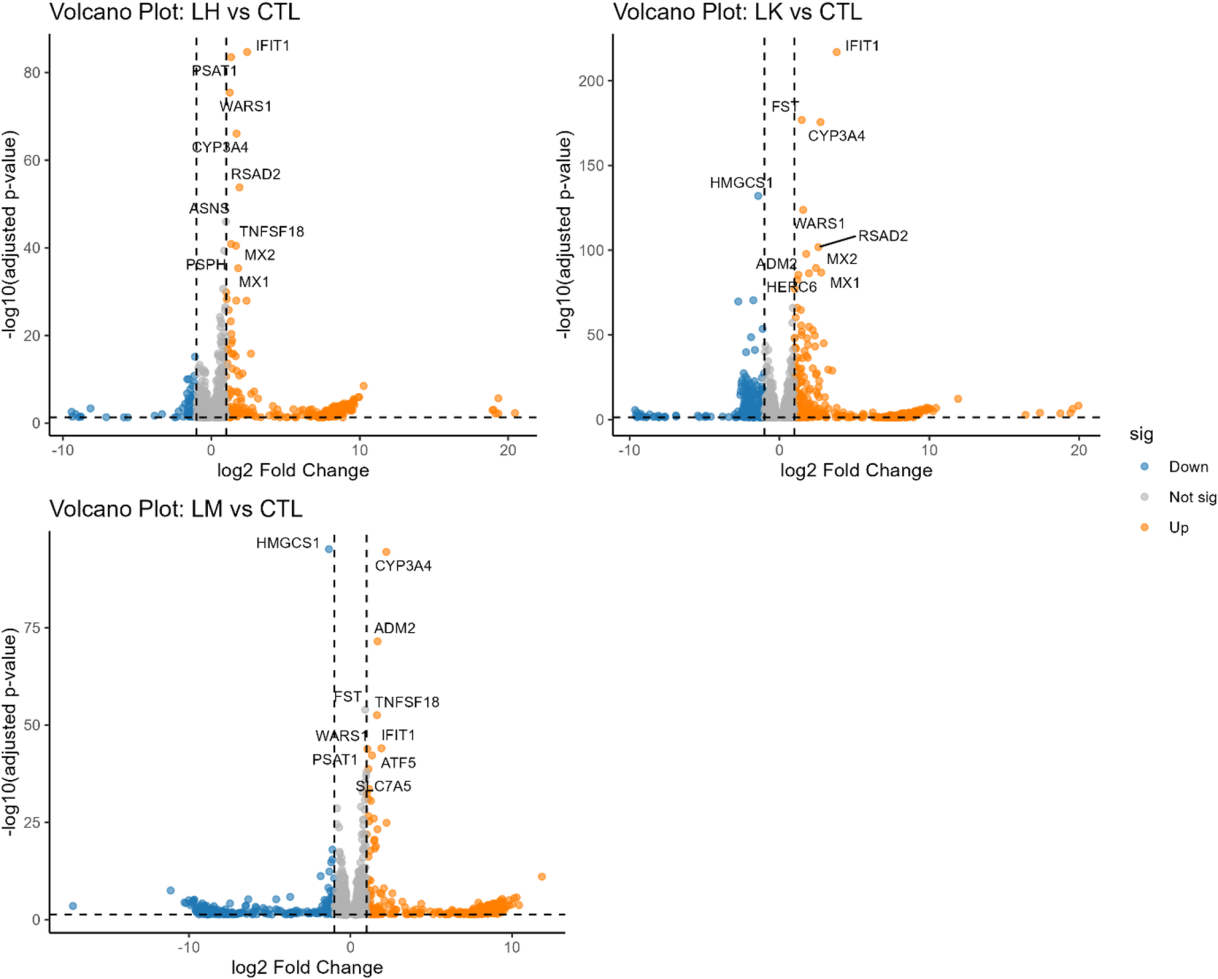
Volcano plots for differential gene expression in bovine mammary epithelial cells 60 h after histidine (LH), lysine (LK), or methionine (LM) subtraction to ¼ the normal concentration. Vertical dashed lines indicate |log₂ fold change| = 1 and the horizontal dashed line indicates FDR = 0.05. Orange and blue points represent significantly up- and down-regulated genes, respectively

**Fig. 2:**
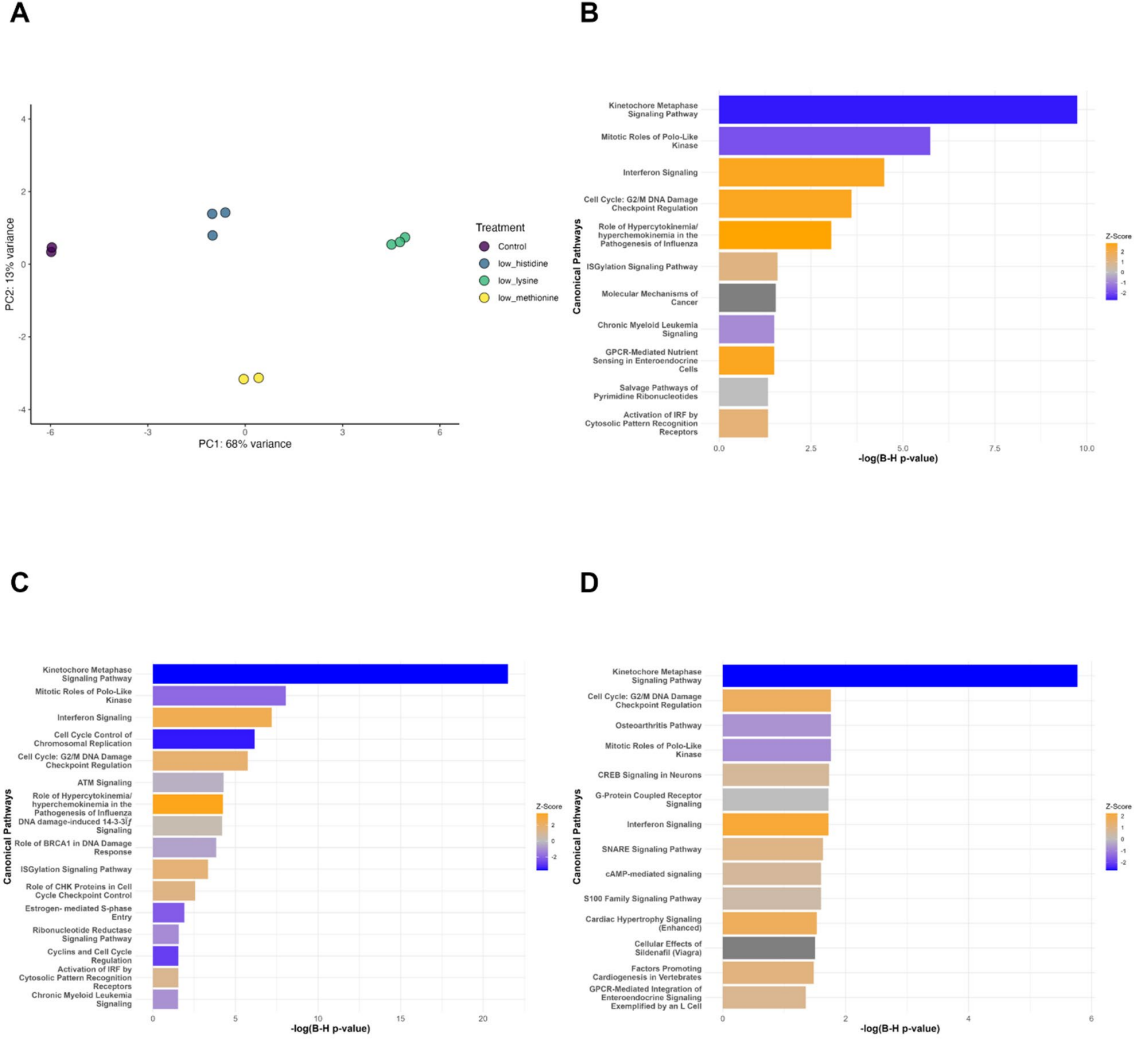
Differentially expressed genes and most significantly affected pathways from bovine mammary epithelial cells 60 h after histidine (LH), lysine (LK), or methionine (LM) subtraction to ¼ the normal concentration. The pathways were selected as *P* < 0.05. (**A**) The plot of the top 2 principal components (PC) from PC analysis of differentially expressed genes. (**B**) Most significantly affected pathways according to Ingenuity Pathway Analysis for LH treatment. (**C**) Most significantly affected pathways according to Ingenuity Pathway Analysis for LK treatment. (**D**) Most significantly affected pathways according to Ingenuity Pathway Analysis for LM treatment

The highest-ranking canonical pathway enriched in DEG for each EAA deficiency treatment was the kinetochore metaphase signaling pathway, which was inhibited (Fig. 2B, C and D). Mitotic roles of polo-like kinase were also inhibited in all 3 treatments. Consistent with these proliferation-related pathway changes, the expression of hypoxia-inducible factor 1α (HIF1A), a regulator associated with anti-proliferative responses, was increased. Furthermore, LM decreased the osteoarthritis pathway, LH and LK decreased chronic myeloid leukemia signaling, and LK decreased cell cycle control of chromosomal replication, the role of BRCA1 in DNA damage response, estrogen-mediated S-phase entry, ribonucleotide reductase signaling pathway, and cyclins and cell cycle regulation. These inhibited pathways are related to cell proliferation, indicating fewer proliferating cells in EAA-deficient cultures.

Commonly up-regulated pathways across all 3 deficiency treatments were G2/M DNA damage checkpoint regulation, related to cell cycle arrest, and interferon signaling, possibly related to EAA deficiency sensing. Identification of influenza pathogenesis, ISGylation and interferon regulatory factor (IRF) activation as up-regulated pathways by IPA software is likely related to the stimulation of interferon signaling apparent in the DEG. LH and LM also activated G protein-coupled receptor pathways related to nutrient sensing, including cardiac hypertrophy signaling. LM-activated cyclic AMP-mediated signaling and transcription may be relevant to nutrient sensing.

Graphical summaries of the major EAA deficiency responses in the transcriptomes (Fig. 3) highlight the downregulation of cell proliferation, especially through the FOXM1 gene product, and the up-regulation of interferon signaling via multiple IRFs.

**Fig. 3:**
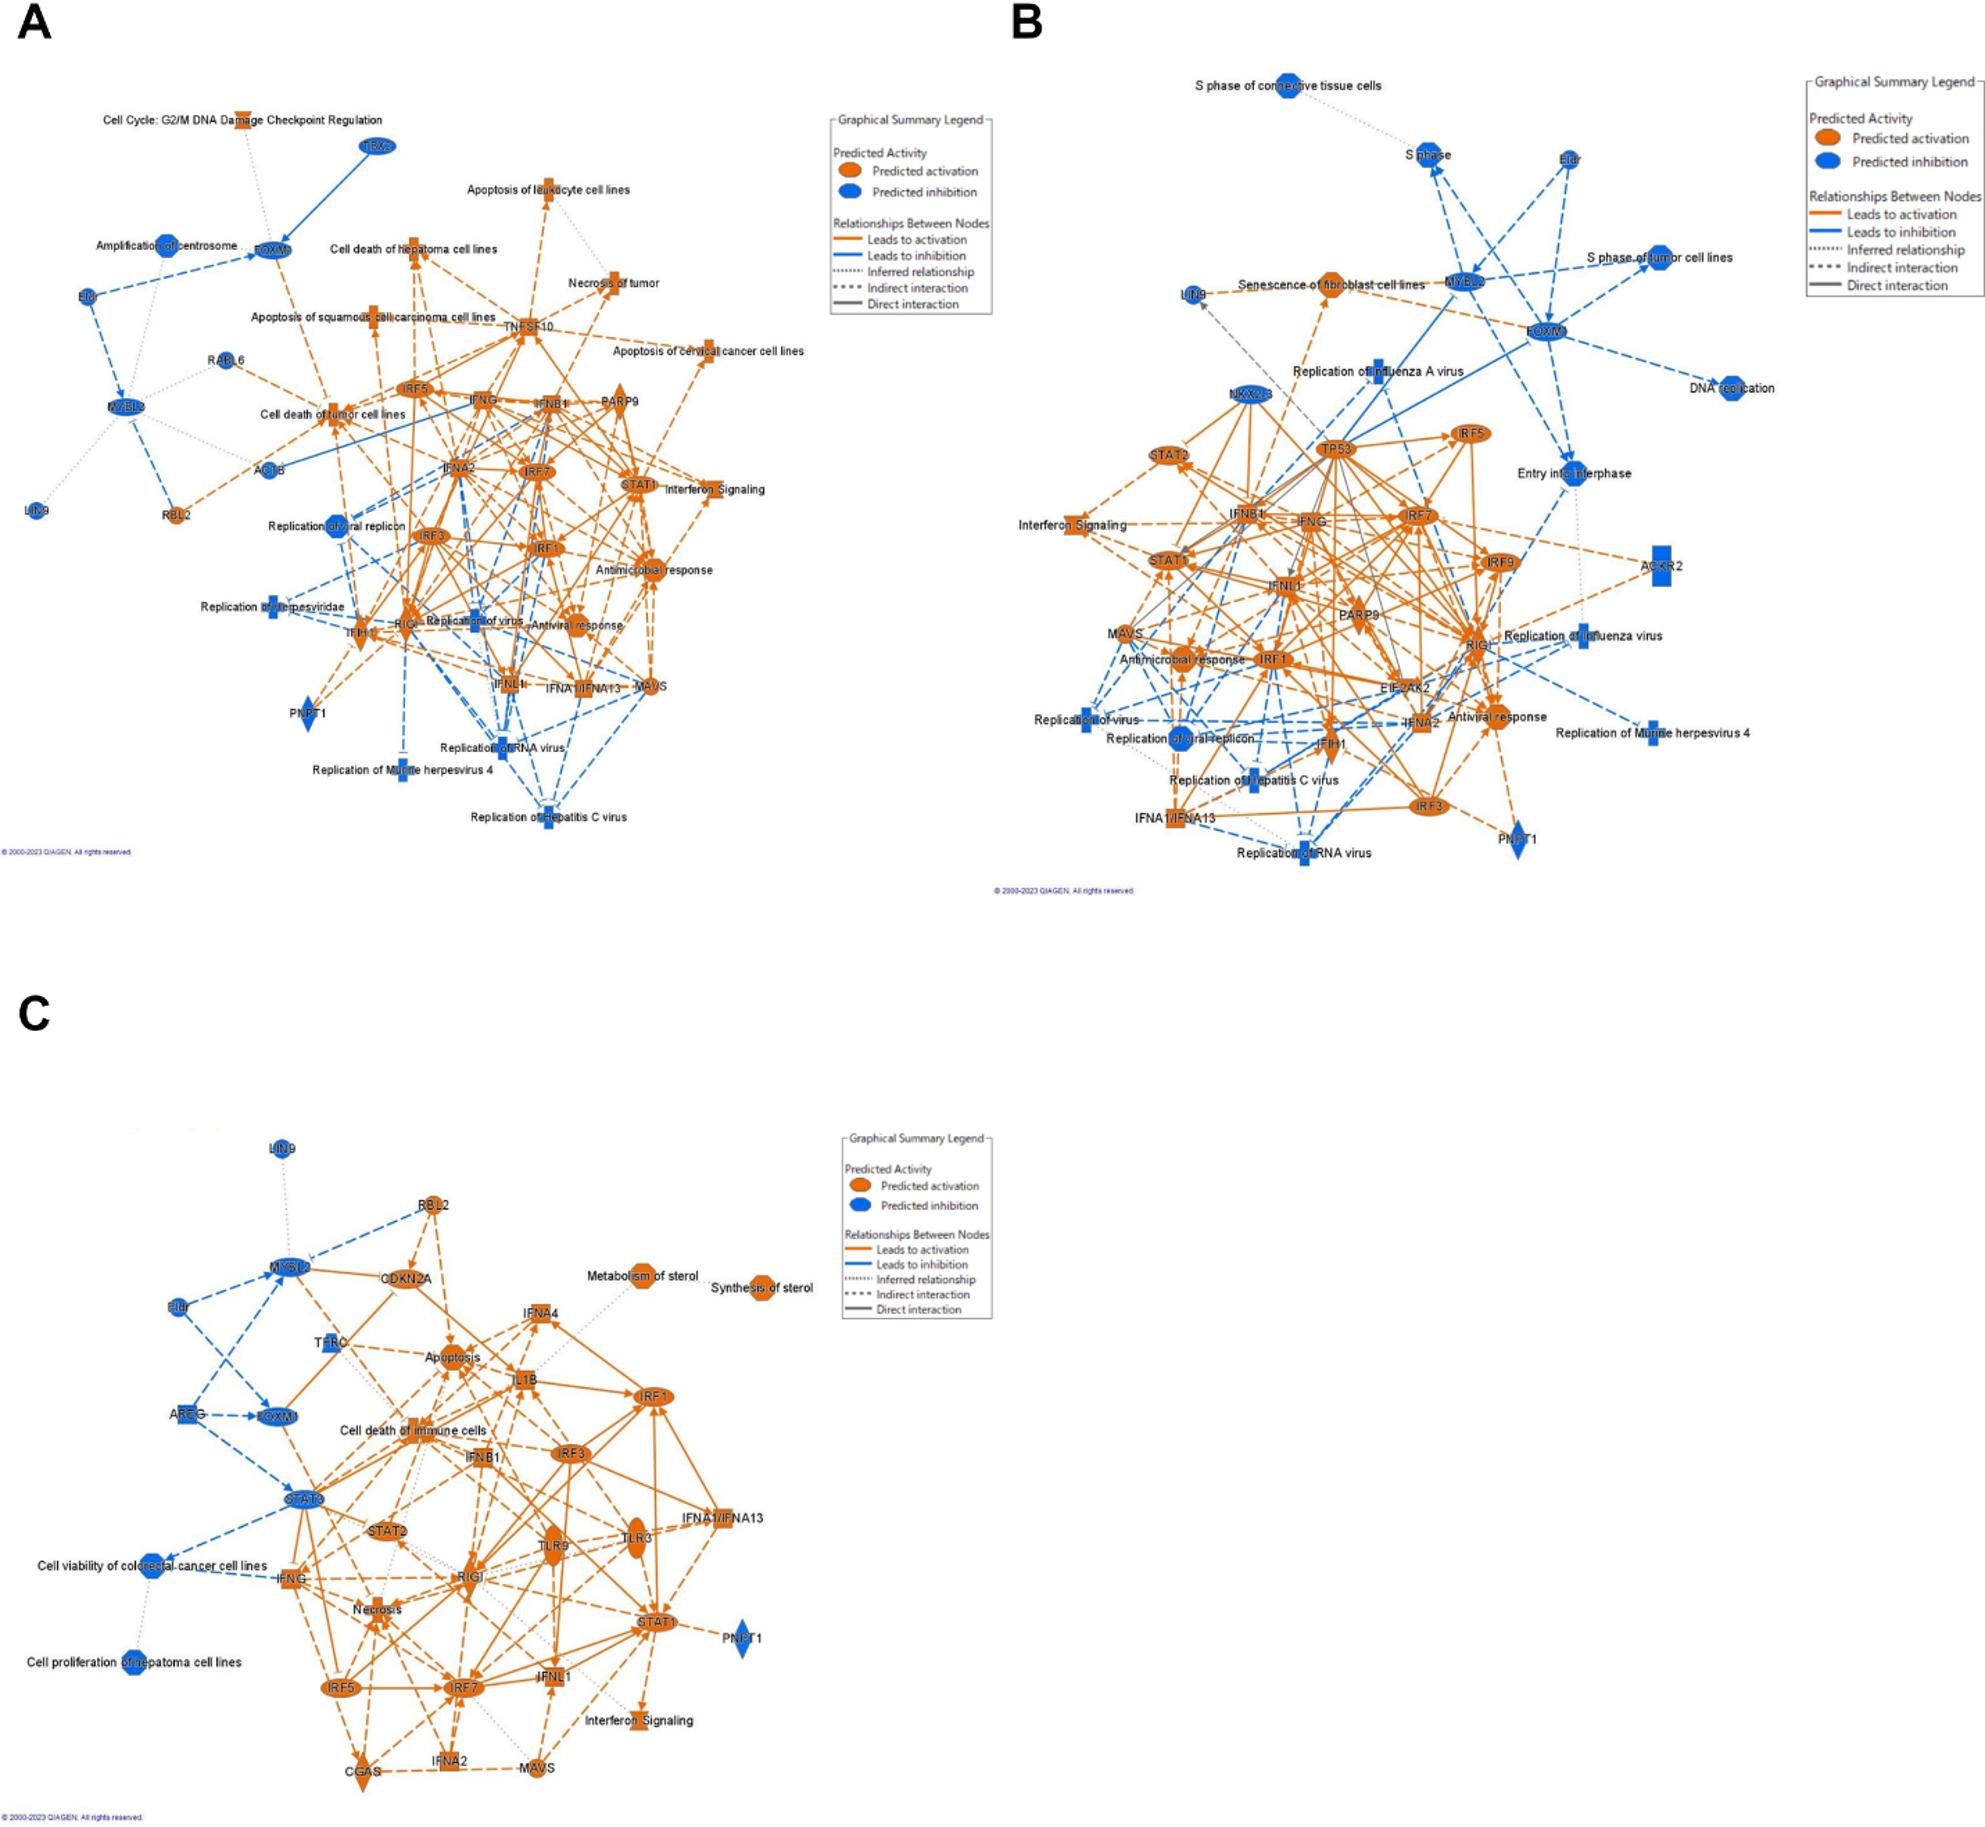
Graphical summaries of differentially expressed genes in bovine mammary epithelial cells 60 h after (**A**) histidine, (**B**) lysine, or (**C**) methionine subtraction to ¼ the normal concentration

### Identification of TF potentially involved in mediating effects of EAA deficiency on BMEC gene expression

Based on the gene expression values in the dataset, we used IPA to generate lists of potential upstream transcriptional regulators for each treatment. According to absolute z-scores > 2, the top-ranked TF common to all three treatments are listed in Tables 1 and 2, along with the DEG supporting the identification. There were 21 TF with positive z-scores and 14 with negative scores. Up-regulated TF included those related to nutrient stress (ATF4, NUPR1), interferon signaling (IRF, SPI1, STAT), and suppression of cell population growth (CDKN2A, KAT5, PML, TCF3, TP53, TP73, TRPS1). Down-regulated TF were primarily related to cell cycle progression.

**Table 1:** Positively regulated upstream transcription regulators in bovine mammary epithelial cells 60 h after histidine (LH), lysine (LK), or methionine (LM) subtraction to ¼ the normal concentration

Upstream Regulator	Treatments	Activation z-score	Target Molecules in Dataset
ATF4	LH	3.085	ABCG8,BCAT1,CHAC1,CTH, FGF21,PSAT1,SLC1A5,SLC7A11,TRIB3,WARS1
	LK	4.022	BCAT1,CHAC1,CTH, CXCL8,FGF21,GARS1,GDF15,PCK2,PSAT1,PSPH, SESN2,SLC1A4,SLC1A5,SLC6A9,SLC7A11,SLC7A5,TRIB3,WARS1
	LM	3.277	ABCG8,ATF5,BCAT1,BGLAP, CHAC1,CTH, FGF21,MTHFD2,SESN2,SLC1A4,SLC1A5,SLC7A11,SLC7A5,TRIB3,WARS1
CDKN2A	LH	2.578	AURKB, BCAT1,BIRC5,BUB1B, CCL5,CCNA2,CCNB1,CCR7,CDC25C, CDK1,CTH, GBP1,IL20,LEF1,MKI67,MRC1,MYBL2,PLK1,PSAT1,RORA, RRM2
	LK	4.155	ASF1B, AURKB, BARD1,BCAT1,BIRC5,BLM, BUB1B, CCL5,CCNA2,CCNB1,CCR7,CDC25C, CDK1,CTH, E2F1,E2F2,FBXO5,FST, GBP1,GTSE1,IL20,IL2RG, KIFC1,LEF1,MAD2L1,MCM4,MCM5,MELK, MKI67,MMP1,MYBL2,PLK1,PSAT1,PSMB9,PSPH, RAD51AP1,RECQL4,RORA, RRM2,TGFBI
	LM	2.087	AURKB, BCAT1,BIRC5,CCNA2,CCNB1,CCR7,CTH, GTSE1,IL17B, IL20,LEF1,MKI67,PLK1,RAD51AP1,TGFBI
IRF1	LH	3.963	CCL5,CCNB1,CMPK2,GBP2,IDO1,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,MX1,OAS1,RIGI, RSAD2,TNFSF10
	LK	4.607	BRIP1,CCL20,CCL5,CCNB1,CMPK2,CXCL8,E2F1,EIF2AK2,GBP2,IDO1,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFIT5,IFITM1,IFITM3,IRF9,ISG15,MX1,OAS1,PSMB9,RIGI, RSAD2,SOCS1,SP110,TAP1,TMEM140,TNFSF10
	LM	2.965	CCNB1,GBP2,IFIT1,IFIT2,IFIT3,IFITM1,IL27,ISG15,OAS1,RSAD2
IRF3	LH	4.134	CCL5,CMPK2,GBP1,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IL20,ISG15,LCN2,OAS1,RIGI, RSAD2,TNFSF10,USP18,ZBP1
	LK	5.247	CCL5,CMPK2,CXCL8,DHX58,EIF2AK2,FST, GBP1,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM3,IL20,ISG15,ISG20,LCN2,OAS1,PARP14,RIGI, RSAD2,TAP1,TNFSF10,TNFSF15,UBE2L6,USP18,ZBP1
	LM	3.074	IFIT1,IFIT2,IFIT3,IL20,IL27,ISG15,LCN2,OAS1,RSAD2,TNFSF15,ZBP1
IRF5	LH	3.248	CCL5,CMPK2,IFI44,IFIH1,IFIT1,IFIT2,IFIT3,ISG15,OAS1,RIGI, RSAD2,TNFSF10
	LK	3.915	CCL5,CMPK2,DHX58,IFI44,IFIH1,IFIT1,IFIT2,IFIT3,IFITM3,ISG15,ISG20,OAS1,RIGI, RSAD2,SP110,TNFSF10,UBE2L6
	LM	2.584	CXCR4,IFIT1,IFIT2,IFIT3,ISG15,OAS1,RSAD2
IRF7	LH	4.663	CCL5,CMPK2,GBP1,HERC5,IDO1,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,ITGAX, MX1,MX2,OAS1,RIGI, RSAD2,TNFSF10,UBA7,USP18,ZBP1
	LK	5.68	CCL5,CMPK2,DHX58,GBP1,HERC5,IDO1,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,IFITM3,IRF9,ISG15,ISG20,ITGAX, MX1,MX2,OAS1,PARP14,PSMB9,RIGI, RSAD2,RTP4,SOCS1,TAP1,TNFSF10,UBA7,UBE2L6,USP18,ZBP1
	LM	2.924	IFIT1,IFIT2,IFIT3,IFITM1,IL27,ISG15,MAP3K8,OAS1,RSAD2,ZBP1
IRF9	LH	3.252	CMPK2,GBP1,Ifi27,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,MX1,RIGI, RSAD2,TNFSF10,USP18,ZBP1
	LK	3.62	CMPK2,CXCL8,GBP1,HERC6,Ifi27,IFIT1,IFIT2,IFIT3,IFITM1,IFITM3,ISG15,ISG20,MX1,PARP14,RIGI, RSAD2,RTP4,SOCS1,TNFSF10,USP18,ZBP1
	LM	2.416	CCN4,IFIT1,IFIT2,IFIT3,IFITM1,IL27,ISG15,MYH7,RSAD2,ZBP1
KAT5	LH	2.449	ALDH1L2,CACNB2,CHAC1,CTH, SCN2A, TTR, WARS1
	LK	3.207	ALDH1L2,APOA1,CACNB2,CHAC1,CTH, CXCL8,FST, GTPBP2,MAD2L1,PCK2,PLA2G12A, PSPH, SCN2A, SLC6A9,SPAG11B, TTR, WARS1
	LM	2.646	ALDH1L2,CACNB2,CHAC1,CHRM1,CTH, CXCR4,SCN2A, SPAG11B, WARS1
KDM5B	LH	2.354	AURKA, BUB1B, CCNB1,CDC25C, CDCA3,CDK1,DLGAP5,ISG15,PBK, TOP2A
	LK	4.113	AURKA, BRCA1,BUB1B, CCNB1,CDC25C, CDCA3,CDK1,DLGAP5,E2F1,ECT2,FBXO5,FST, HMMR, INSIG1,ISG15,KIF2C, MCM2,MCM3,MCM5,NCAPH, NDC80,PBK, TOP2A, TTK
	LM	2.134	AURKA, CCNB1,CDCA3,DLGAP5,INSIG1,ISG15,MCAM, TOP2A
MEF2A	LH	2.813	GBP2,GSTA3,IFI44,IFIT2,IFIT3,MYOCD, OAS1,RSAD2
	LK	2.132	ACTC1,ASB4,GBP2,IFI44,IFIT2,IFIT3,ISG20,MYOCD, OAS1,RSAD2
	LM	2.373	ASB4,GBP2,GSTA3,IFIT2,IFIT3,IL27,MYOCD, OAS1,RSAD2,STAR
NONO	LH	4.539	CCL5,CMPK2,GBP1,HERC5,IDO1,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,MX1,MX2,OAS1,RIGI, RSAD2,TNFSF10,TNFSF18,USP18
	LK	5.641	BRIP1,CCL5,CMPK2,EIF2AK2,EPSTI1,GBP1,HERC5,HERC6,IDO1,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFIT5,IFITM1,ISG15,ISG20,MX1,MX2,OAS1,PARP14,PARP9,PDE4C, PDE8B, RIGI, RNF213,RSAD2,RTP4,SAMD9,SP110,TNFSF10,TNFSF15,TNFSF18,TRANK1,UBE2L6,USP18
	LM	2.739	IFIT1,IFIT2,IFIT3,IFITM1,ISG15,OAS1,PDE2A, PDE8B, RSAD2,TNFSF15,TNFSF18
NUPR1	LH	3.556	ARHGAP11A, ASPM, AURKA, BUB1,BUB1B, CCDC134,CCNA2,CCNB2,CDC25C, CDCA2,CDCA3,CDCA8,CKAP2L, E2F8,ERCC6L, ESPL1,ETV1,GBP2,HJURP, IFIT2,KIF11,KIF20A, KIF23,LCN2,MCM10,MKI67,MX2,PLK1,RAB17,SHCBP1,SPAG5,SPC24,TRIB3
	LK	3.556	ARHGAP11A, ASPM, AURKA, BUB1,BUB1B, CCDC134,CCNA2,CCNB2,CDC25C, CDCA2,CDCA3,CDCA8,CKAP2L, E2F8,ERCC6L, ESPL1,ETV1,GBP2,HJURP, IFIT2,KIF11,KIF20A, KIF23,LCN2,MCM10,MKI67,MX2,PLK1,RAB17,SHCBP1,SPAG5,SPC24,TRIB3
	LM	3.556	ASPM, AURKA, BGLAP, BUB1,CCDC134,CCNA2,CCNB2,CDCA3,CDCA8,CKAP2L, CXCR4,EPGN, ESPL1,FANCD2,GBP2,GTSE1,HJURP, IFIT2,KIF20A, KNL1,LCN2,MAT2A, MKI67,MMP12,PLK1,RAB17,RFTN2,SESN2,SHCBP1,SPAG5,SPC24,SPDL1,TRIB3
PML	LH	2.54	BIRC5,CIT, IFI44,IFIH1,IFIT1,IFIT3,IFITM1,ISG15,MX1,OAS1
	LK	4.122	APOA1,BIRC5,BRCA1,CIT, EPSTI1,FANCD2,HERC6,HMGCS1,IFI44,IFI44L, IFIH1,IFIT1,IFIT3,IFITM1,ISG15,ISG20,MX1,OAS1,PSMB9,STMN1,TAP1
	LM	2.373	BIRC5,CXCR4,FANCD2,HMGCS1,IFIT1,IFIT3,IFITM1,ISG15,OAS1
SPI1	LH	4.18	CCNA2,CCNB1,CCNB2,CCR7,CDK1,CMPK2,IFI44,IFI6,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,LEF1,MRC1,MX1,RSAD2,TNFSF10,USP18
	LK	4.437	CCNA2,CCNB1,CCNB2,CCR7,CDK1,CMPK2,E2F1,E2F2,IFI44,IFI44L, IFI6,IFIT1,IFIT2,IFIT3,IFITM1,IFITM3,IL24,IRF9,ISG15,ISG20,LEF1,MMP1,MX1,OSCAR, PSMB9,RSAD2,SP110,TNFSF10,USP18
	LM	3.274	CCNA2,CCNB1,CCNB2,CCR7,IFIT1,IFIT2,IFIT3,IFITM1,IL24,IL27,ISG15,LEF1,RSAD2,TLX3
STAT1	LH	4.252	BCL2A1,BIRC5,CCL5,CCR7,CMPK2,GBP1,GBP2,IDO1,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,ITGAX, LCN2,MX1,OAS1,RSAD2,TNFSF10,USP18,WARS1,ZBP1
	LK	5.666	APOA1,BCL2A1,BIRC5,CCL20,CCL5,CCR7,CMPK2,CXCL8,EIF2AK2,EPSTI1,GBP1,GBP2,HERC6,IDO1,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFITM1,IFITM3,IRF9,ISG15,ITGAX, LCN2,MAFA, MMP1,MX1,OAS1,PARP9,PSMB9,RNF213,RSAD2,RTP4,SLC8A1,SMAGP, SOCS1,SP110,TAP1,TNFSF10,USP18,WARS1,ZBP1
	LM	3.132	BIRC5,CCR7,GBP2,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,LAMA1,LCN2,MYH7,OAS1,PHACTR1,RSAD2,SLC8A1,WARS1,ZBP1
STAT2	LH	2.877	CCL5,GBP1,IFI6,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,MX1,OAS1,RSAD2,TNFSF10,USP18,WARS1,ZBP1
	LK	3.327	CCL5,CXCL8,GBP1,IFI6,IFIT1,IFIT2,IFIT3,IFITM1,IRF9,ISG15,MX1,OAS1,RSAD2,RTP4,SOCS1,TNFSF10,USP18,WARS1,ZBP1
	LM	2.326	GLI1,IFIT1,IFIT2,IFIT3,IFITM1,ISG15,OAS1,RSAD2,WARS1,ZBP1
TCF3	LH	3.108	AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDC20,CDCA3,CDK1,CEP55,E2F8,ESCO2,FGD2,Ifi27,KIF11,KIF4A, LEF1,MKI67,NEK2,NR4A3,RGS16,RIGI, RORA, RRM2,SPC24,ST8SIA1,TOP2A, ZBP1
	LK	3.763	ANLN, ASF1B, AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDC20,CDC45,CDCA3,CDK1,CDKN3,CEP55,CKS2,E2F8,ECT2,ESCO2,FGD2,HMMR, Ifi27,KIF11,KIF2C, KIF4A, LEF1,MAD2L1,MKI67,MXD3,NCAPG, NDC80,NEK2,NR4A3,NUF2,NUSAP1,PLK4,PRC1,RAB33A, RGS16,RIGI, RORA, RRM2,SLC7A5,SMAGP, SOCS1,SPC24,ST8SIA1,TOP2A, TTK, ZBP1
	LM	2.689	AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDC20,CDCA3,CELA1,CEP55,ENTPD1,FGD2,LEF1,MKI67,MYL4,NEK2,NR4A3,NUSAP1,SLC7A5,SPC24,ST8SIA1,TOP2A, ZBP1
TP53	LH	4.159	ABCB1,ARHGAP11A, ASPM, AURKA, AURKB, BCAT1,BCL2A1,BIRC5,BUB1,BUB1B, CARD11,CCL5,CCNA2,CCNB1,CCNB2,CCR7,CDC20,CDC25C, CDC6,CDK1,CENPE, CENPF, CEP55,CTH, CYP19A1,CYP1A1,DLGAP5,DNAJC12,E2F8,ENPP2,ESPL1,FABP3,FAM83D, GBP1,GPR27,HERC5,HJURP, IFI44,IFIH1,IFIT1,IFIT3,INHBA, ISG15,KCNJ2,KIF22,KIF23,LCN2,MKI67,MRC1,MX1,MYBL2,MYOCD, NEK2,NPTX1,NR4A3,NR5A1,OAS1,PBK, PLK1,PTTG1,RGS16,RIGI, RRM2,RSAD2,SLC7A11,TMOD4,TNFSF10,TOP2A, TRIB3,UBA7,UBE2C, WNT4
	LK	6.11	ABCB1,ANLN, APOA1,ARHGAP11A, ARHGAP45,ARHGEF2,ASF1B, ASPM, AURKA, AURKB, BCAT1,BCL2A1,BIRC5,BRCA1,BUB1,BUB1B, CARD11,CCL5,CCNA2,CCNB1,CCNB2,CCR7,CDC20,CDC25C, CDC6,CDK1,CDKN3,CENPA, CENPE, CENPF, CEP55,CHEK2,CKAP2,CKS2,CTH, CXCL8,CYP1A1,DLGAP5,DNAJC12,DUSP4,E2F1,E2F2,E2F8,ESPL1,FABP3,FAM83D, FANCD2,FOXM1,FUT1,GAS1,GBP1,GDF15,GFY, GPR27,GPR62,GTSE1,HERC5,HJURP, HMGCS1,HMMR, IFI44,IFI44L, IFIH1,IFIT1,IFIT3,INSYN2A, IRF9,ISG15,KCNB1,KCNJ2,KIF18A, KIF22,KIF23,KIF24,KIFC1,KNTC1,KRT14,LCN2,MAD2L1,MCM2,MCM3,MCM4,MCM5,MELK, mir-191,MIS18A, MIS18BP1,MKI67,MMP1,MX1,MYBL2,MYOCD, NCAPG, NCAPH, NDC80,NEK2,NPTX1,NR4A3,NR5A1,NUSAP1,OAS1,ORM1,PBK, PCLAF, PLK1,POLE2,PRC1,PSMB9,PTP4A3,PTTG1,RAD51AP1,RECQL4,RGS16,RIGI, RRM2,RSAD2,SERPINB9,SESN2,SGTB, SLC7A11,SLC7A5,SMC2,SPDL1,STMN1,TAP1,TGFBI, TMOD4,TNFSF10,TNFSF15,TOP2A, TP73,TPX2,TRIB3,TRIM6,TTK, UBA7,UBE2C, UBE2L6,UHRF1,UNC5B, UVRAG, VCAN, ZAP70
	LM	2.291	ABCB1,ARHGAP45,ASPM, AURKA, AURKB, BCAT1,BGLAP, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CCR7,CDC20,CDC6,CENPE, CEP55,CHEK2,CTH, CYP19A1,DLGAP5,DNAJC12,ESPL1,FABP3,FANCD2,FRMD4A, FUT1,GLI1,GPR27,GTSE1,HJURP, HMGCS1,IFIT1,IFIT3,ISG15,KIF22,LCN2,LRRC3,MAP3K8,MCAM, MKI67,MTHFD2,MYH7,MYL4,MYOCD, NEK2,NPTX1,NR4A3,NR5A1,NUSAP1,OAS1,PDE2A, PDGFRA, PLK1,PTP4A3,PTTG1,RAD51AP1,RSAD2,SESN2,SGTB, SLC7A11,SLC7A5,SPDL1,TGFBI, TGM2,TNFSF15,TOP2A, TPX2,TRIB3,WNT4,ZAP70
TP73	LH	2.263	ABCB1,AQP5,AURKA, BIRC5,CCNA2,CCNB1,CCR7,CDC20,CDC25C, CDK1,CDKN1C, CTH, Elob, H2BC11,ITGAX, KIF22,KIF23,TAS1R1,TTR, UBE2C, WNT4
	LK	3.175	ABCB1,AURKA, BIRC5,CCNA2,CCNB1,CCR7,CDC20,CDC25C, CDH22,CDK1,CDKN1C, CDKN3,CKS2,CTH, E2F1,FST, GTSE1,H2BC11,ITGAX, KIF22,KIF23,MTX3,MYOZ2,PROCR, PTP4A3,SLC4A3,STMN1,TAP1,TAS1R1,TP73,TPX2,TTR, UBE2C, UVRAG
	LM	2.751	ABCB1,AURKA, BIRC5,CCNA2,CCNB1,CCR7,CDC20,CTH, DMC1,Elob, GTSE1,H2BC11,KIF22,PROCR, PTP4A3,STARD8,TPX2,WNT4
TRPS1	LH	3.317	AURKB, BUB1,CCNA2,CCNB2,CDC20,CDC25C, CDK1,CENPF, KIF11,PTTG1,TOP2A
	LK	3.606	AURKB, BUB1,CCNA2,CCNB2,CDC20,CDC25C, CDK1,CENPF, FOXM1,KIF11,PTTG1,TOP2A, TPX2
	LM	2.985	AURKB, BGLAP, BUB1,CCNA2,CCNB2,CDC20,PTTG1,TOP2A, TPX2
ZBTB10	LH	3.843	BATF3,BIRC5,CCL5,CCR7,IDO1,IFIH1,IFIT1,IFIT2,IFIT3,IL20,ISG15,NR4A3,OAS1,PRKCQ, RIGI, ZBP1
	LK	4.768	BATF3,BIRC5,CCL5,CCR7,DHX58,DTX3L, IDO1,IFIH1,IFIT1,IFIT2,IFIT3,IFITM3,IL20,ISG15,ISG20,NR4A3,OAS1,PARP9,PRKCQ, RIGI, RTP4,TNFSF15,TRIM6-TRIM34,ZBP1
	LM	3.286	BIRC5,CCR7,IFIT1,IFIT2,IFIT3,IL20,IL27,ISG15,NR4A3,OAS1,TNFSF15,ZBP1

**Table 2:** Negatively regulated upstream transcription regulators in bovine mammary epithelial cells 60 h after histidine (LH), lysine (LK) or methionine (LM) subtraction to ¼ the normal concentration

Upstream Regulator	Treatments	Activation z-score	Target Molecules in Dataset
CCND1	LH	-2.887	ASPM, AURKA, BIRC5,CCNA2,CDC6,CDCA2,CDCA8,CENPF, CEP55,COL20A1,E2F8,ENPP2,ESCO2,FAM83D, GAS2L3,HJURP, KIF11,KIF20A, KIF4A, MCM10,MYRIP, PLK1,RRM2
	LK	-3.955	ARHGEF2,ASPM, AURKA, BIRC5,BRCA1,BRIP1,CCNA2,CDC45,CDC6,CDCA2,CDCA7,CDCA8,CENPF, CEP55,COL20A1,DEPDC1,DTL, E2F1,E2F8,ESCO2,FAM83D, FOXM1,GAS2L3,HJURP, KIF11,KIF20A, KIF20B, KIF2C, KIF4A, KNL1,KRT14,MCM10,MCM4,MELK, MTFR2,MYRIP, NCAPH, PCLAF, PLK1,PSMC3IP, RRM2,TPX2,TRIP13,UHRF1
	LM	-2.828	ASPM, AURKA, BIRC5,CCNA2,CDC6,CDCA7,CDCA8,CEP55,EPGN, GAS2L3,HJURP, KIF20A, KIF20B, KNL1,MYRIP, PLK1,TPX2
CITED2	LH	-2.704	CMPK2,GBP2,IFI44,IFIH1,IFIT2,IFIT3,ISG15,MRC1,NR5A1,OAS1,RIGI, RSAD2,WARS1,ZBP1
	LK	-4.613	CMPK2,CXCL8,DTX3L, GBP2,IFI44,IFIH1,IFIT2,IFIT3,IRF9,ISG15,MMP1,NR5A1,OAS1,PARP14,PARP9,RIGI, RSAD2,RTP4,SLC1A3,TMEM140,TNFSF15,TRIM6-TRIM34,TTC39B, WARS1,ZBP1
	LM	-2.666	ENTPD1,GBP2,IFIT2,IFIT3,ISG15,NR5A1,OAS1,RSAD2,TGM2,TNFSF15,TTC39B, WARS1,ZBP1
E2F3	LH	-2.724	BIRC5,CCNA2,CCNB1,CCNB2,CDC6,CDCA3,CDK1,H2BC11,H2BC15,INHBA, MCM10,MYBL2,PLK1,PTTG1,RRM2,UBE2C
	LK	-3.97	AKR1C3,BIRC5,CCL20,CCNA2,CCNB1,CCNB2,CDC45,CDC6,CDCA3,CDK1,E2F1,E2F2,FBXO5,FST, H2BC11,MAD2L1,MCM10,MCM2,MCM3,MCM4,MCM5,MYBL2,NCAPG2,ORC1,PCLAF, PLK1,PTTG1,RRM2,TP73,TPX2,UBE2C
	LM	-2.158	BIRC5,CCNA2,CCNB1,CCNB2,CDC6,CDCA3,H2BC11,PLK1,PTTG1,TPX2
ETV3	LH	-3.873	GBP1,HERC5,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,LGALS9,MX1,MX2,OAS1,RIGI, RSAD2,USP18
	LK	-5.186	DHX58,DTX3L, EIF2AK2,GBP1,GTPBP2,HERC5,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFIT5,IRF9,LGALS9,MMP1,MX1,MX2,OAS1,PARP9,PSMB9,RIGI, RSAD2,SAMD9,SP110,USP18
	LM	-2.236	IFIT1,IFIT2,IFIT3,OAS1,RSAD2
ETV6	LH	-3.422	CMPK2,DLL4,IFI44,IFIT1,IFIT3,IFITM1,ISG15,MX1,MX2,OAS1,RIGI, RSAD2
	LK	-4.967	CMPK2,DHX58,DLL4,DTX3L, EIF2AK2,IFI44,IFI44L, IFIT1,IFIT3,IFIT5,IFITM1,ISG15,MX1,MX2,OAS1,PARP14,PARP9,RIGI, RSAD2,SAMD9,SP110,SPRY4,TRANK1,UBE2L6,ZNFX1
	LM	-2.598	DLL4,IFIT1,IFIT3,IFITM1,ISG15,OAS1,RSAD2
FOXM1	LH	-4.182	ASPM, AURKA, AURKB, BIRC5,BUB1B, CCL5,CCNA2,CCNB1,CCNB2,CDC20,CDC25C, CDCA2,CDCA3,CDCA8,CDK1,CENPE, CENPF, HSD11B2,KIF20A, KIF23,LEF1,MKI67,MYOCD, NEK2,PLK1,PTTG1,RRM2,TOP2A
	LK	-4.797	ASPM, AURKA, AURKB, BIRC5,BRIP1,BUB1B, CCL5,CCNA2,CCNB1,CCNB2,CDC20,CDC25C, CDCA2,CDCA3,CDCA8,CDK1,CDKN3,CENPA, CENPE, CENPF, CKS2,FOXM1,GTSE1,HSD11B2,KIF20A, KIF23,KIF2C, LEF1,MKI67,MYOCD, NEK2,NUF2,PLK1,PLK4,PRC1,PTTG1,RRM2,STMN1,TOP2A, VCAN
	LM	-3.427	ASPM, AURKA, AURKB, BIRC5,CCNA2,CCNB1,CCNB2,CDC20,CDCA3,CDCA8,CENPE, GTSE1,HSD11B2,KIF20A, LEF1,MKI67,MYOCD, NEK2,PLK1,PTTG1,TOP2A
FOXO1	LH	-2.785	ASPM, BCL2A1,BIRC5,CCNA2,CCNB1,CCNB2,CCR7,CDK1,CDKN1C, CENPF, DLGAP5,FGF18,FGF21,KIF11,NEK2,NRP2,PBK, TNFSF10,TRIB3,WNT4
	LK	-2.158	AFF3,ANLN, ASPM, BCL2A1,BIRC5,BRIP1,CCL20,CCNA2,CCNB1,CCNB2,CCR7,CDK1,CDKN1C, CENPF, CXCL8,DEPDC1,DLGAP5,EDNRB, FGF18,FGF21,FOXM1,FST, GFPT2,KIF11,KIF18A, MAFA, MCM5,MMP1,NCAPG, NEK2,NRP2,NUSAP1,PBK, PCK2,PRC1,TNFSF10,TRIB3,TXNIP
	LM	-2.254	ASPM, BGLAP, BIRC5,CCNA2,CCNB1,CCNB2,CCR7,CIDEA, COMP, DLGAP5,FGF18,FGF21,FGF23,NEK2,NUSAP1,SEMA6D, TIE1,TRIB3,WNT4
MITF	LH	-3.606	AURKB, CCNB1,CDCA3,CDCA8,CENPF, CEP55,ESPL1,KIF20A, KIF4A, PLK1,SPAG5,SPC24,UBE2C
	LK	-3.927	AURKB, BRCA1,CCNB1,CDCA3,CDCA8,CENPF, CENPM, CEP55,CHTF18,CXCL8,ECT2,EDNRB, ESPL1,KIF20A, KIF4A, KIFC1,MCM2,MCM4,MCM5,NUF2,OSCAR, PLK1,POLE2,PSMC3IP, RECQL4,SPAG5,SPC24,TACC3,TPX2,TXNIP, UBE2C, UVRAG, ZNF114
	LM	-3.742	AURKB, CCNB1,CDCA3,CDCA8,CENPM, CEP55,CHTF18,ESPL1,GLI1,KIF20A, MYL4,PHACTR1,PLK1,SPAG5,SPC24,TPX2
MYB	LH	-2.174	AURKA, BIRC5,CCNB1,CDK1,LCN2,SLC1A5
	LK	-2.574	AURKA, BIRC5,BRCA1,CCNB1,CDK1,FOXM1,LCN2,MMP1,SLC1A5
	LM	-2.207	AURKA, BIRC5,CCNB1,CXCR4,LCN2,MAT2A, PDE2A, SLC1A5,SLC2A3
MYBL2	LH	-3.521	AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDCA3,CDK1,CENPE, MYBL2,PLK1,RRM2,SLC1A5,TOP2A, UBE2C
	LK	-3.655	AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDCA3,CDK1,CENPE, FOXM1,MYBL2,PLK1,RRM2,SLC1A5,TOP2A, UBE2C
	LM	-2.929	AURKA, BIRC5,BUB1,CCNA2,CCNB1,CCNB2,CDCA3,CENPE, PLK1,SLC1A5,TOP2A
MYC	LH	-3.536	ASCL2,AURKB, BCAT1,BCL2A1,BIRC5,BUB1,BUB1B, CCL5,CCNA2,CCNB1,CCNB2,CDC20,CDC25C, CDK1,DLGAP5,F2,GBP2,HERC5,HSD11B2,IFI44,IFI6,IFIH1,IFIT1,IFIT2,IFIT3,INHBA, ISG15,ITGAX, MKI67,MRC1,MX1,MX2,NEK2,OAS1,PLK1,PSAT1,REN, RRM2,RSAD2,SLC1A5,TNFSF10,UBE2C, USP18
	LK	-3.944	ASCL2,AURKB, BCAT1,BCL2A1,BIRC5,BRCA1,BUB1,BUB1B, CCL5,CCNA2,CCNB1,CCNB2,CDC20,CDC25C, CDCA7,CDK1,CDKN3,CKS2,CXCL8,DLGAP5,DUSP4,E2F1,E2F2,F2,FOXM1,GAS1,GBP2,HERC5,HSD11B2,IFI44,IFI44L, IFI6,IFIH1,IFIT1,IFIT2,IFIT3,IFIT5,IRF9,ISG15,ISG20,ITGAX, KIF2C, KRT14,KRT27,MAD2L1,MCM2,MCM5,MKI67,MTFR2,MX1,MX2,NECAB3,NEK2,OAS1,PHYHIP, PLK1,PSAT1,PTP4A3,REN, RPS29,RRM2,RSAD2,SLC1A5,SLC7A5,ST3GAL1,STMN1,TNFSF10,TP73,TPX2,TXNIP, UBE2C, USP18
	LM	-2.907	AURKB, BCAT1,BIRC5,BUB1,CCN4,CCNA2,CCNB1,CCNB2,CDC20,CDCA7,CXCR4,DLGAP5,F2,GBP2,GPT, HSD11B2,IFIT1,IFIT2,IFIT3,ISG15,MAT2A, MKI67,MYH7,NEK2,OAS1,PDGFRA, PLK1,PTP4A3,REN, RPS15A, RSAD2,SLC1A5,SLC2A3,SLC7A5,TPX2,TRIM71
MYOD1	LH	-4.319	BUB1B, CCNB2,CDC20,CDC6,CDCA3,CDK1,CDKN1C, CENPE, CENPF, CEP55,DLGAP5,ENPP2,FAM83D, HJURP, IFIT2,KIF14,KIF4A, MKI67,MX2,NPTX1,PBK, PLK1,RRM2,SHCBP1,SPC24,TOP2A, TROAP, UBA7
	LK	-5.249	ACTC1,ADCY7,BRCA1,BUB1B, CCNB2,CDC20,CDC6,CDCA3,CDK1,CDKN1C, CENPE, CENPF, CEP55,DEPDC1,DLGAP5,E2F2,EIF2AK2,FAM83D, FOXM1,GINS2,HJURP, IFIT2,KIF14,KIF18B, KIF2C, KIF4A, KNL1,LMNB2,MKI67,MMP1,MX2,NCAPG, NCAPH, NDC80,NPTX1,NUSAP1,PBK, PCLAF, PLK1,RRM2,SHCBP1,SPC24,TOP2A, TPX2,TRIP13,TROAP, UBA7
	LM	-3.494	ADCY7,CCNB2,CDC20,CDC6,CDCA3,CENPE, CEP55,DLGAP5,HJURP, IFIT2,KNL1,MKI67,MYH7,MYL4,MYMK, NPTX1,NUSAP1,PLK1,SHCBP1,SPC24,TOP2A, TPX2,TROAP
TBX2	LH	-3.302	AURKA, AURKB, BUB1,CCNA2,CCNB1,CDC6,CDCA3,CDK1,E2F8,PLK1,TRIB3
	LK	-4.99	ANLN, ASF1B, AURKA, AURKB, BUB1,CCNA2,CCNB1,CDC6,CDCA3,CDK1,CKAP2,E2F1,E2F8,FOXM1,MAD2L1,MCM2,MCM4,MCM5,MXD3,NCAPG2,PLK1,PRC1,SGO1,SMC2,TRIB3
	LM	-3.162	ATF5,AURKA, AURKB, BUB1,CCNA2,CCNB1,CDC6,CDCA3,PLK1,TRIB3
TOX	LH	-2.303	BUB1,BUB1B, CCNA2,CCNB1,CCR7,CDC20,CDC25C, CDKN1C, ESPL1,LEF1,PLK1
	LK	-3.283	BLM, BRIP1,BUB1,BUB1B, CCNA2,CCNB1,CCR7,CDC20,CDC25C, CDKN1C, ESPL1,LEF1,MAD2L1,MCM5,PLK1,RAD54L, TTK
	LM	-3	BUB1,CCNA2,CCNB1,CCR7,CDC20,ENTPD1,ESPL1,LEF1,PLK1

### Single EAA deficiencies decrease DNA and protein syntheses in BMEC

The LH treatment did not affect (*P* = 0.58) protein synthesis rates, whereas LK (*P* = 0.03) and LM (*P* < 0.01) significantly reduced protein synthesis rates (Fig. 4A). Additionally, DNA synthesis rates were decreased by LH (*P* = 0.01), LK (*P* = 0.01), and LM (*P* < 0.01) (Fig. 4B).

**Fig. 4:**
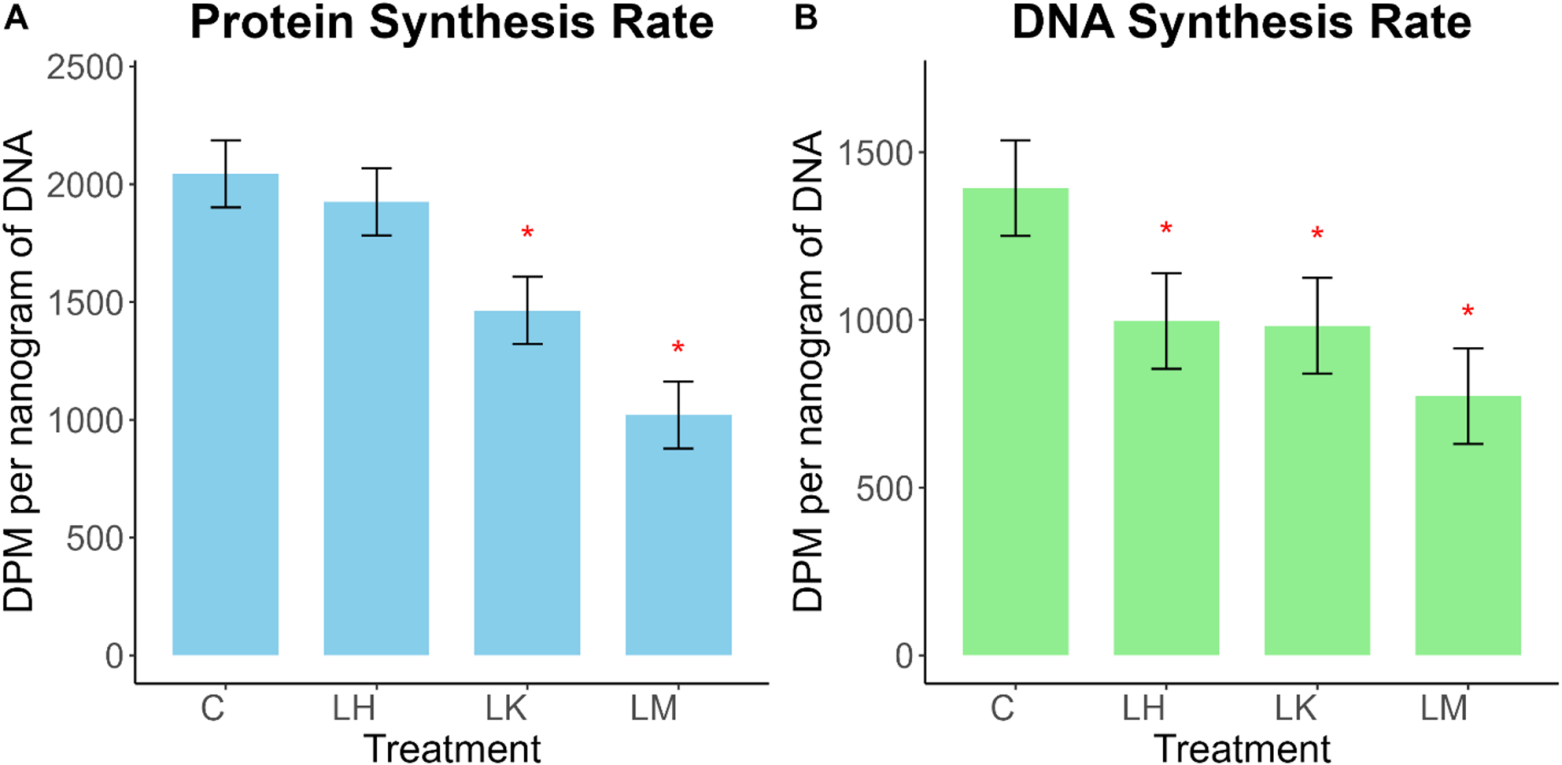
(**A**) Protein and (**B**) DNA synthesis rates in bovine mammary epithelial cells 48 h after histidine (LH), lysine (LK), or methionine (LM) subtraction to ¼ the normal concentration. Plotted values are least square means ± SE (*n* = 3); * indicates *P* < 0.05 compared to CTL

## Discussion

EAA deficiency affects protein synthesis acutely in mammary epithelial cells through mTORC1 and eIF2 signalling [3, 4]. Evidence is accumulating that the long-term response to a chronic EAA deficiency involves a change in secretory epithelial mass driven by modifications in protein synthesis, cell proliferation and differentiation [5]. After 48 h of exposing differentiated BMEC to media containing ¼ the normal concentration of histidine, lysine, or methionine, holding all other EAA at normal physiological concentrations [13, 14], we show that fractional DNA synthesis rate was reduced 30 to 40%. Protein synthesis rate per cell, expressed relative to DNA mass, was not affected by histidine deficiency but was reduced 30 to 50% by lysine and methionine deficiencies. To identify potentially novel TF mediating the effects of single EAA deficiency on BMEC activity, we conducted a genome-wide survey of gene expression profiles. Transcriptomes of BMEC exposed to 60 h of histidine, lysine or methionine deficiencies were subjected to RNA-Seq analysis, and upstream transcriptional regulators of differentially expressed genes were given a z-score by IPA software for how likely they were activated or inhibited according to the number of their targets that changed in the direction expected from the literature database.

### EAA deficiencies decrease BMEC proliferation

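Treatments were also compared with each other directly, in the fit of all 10 libraries, where the CTL libraries enter the shared estimate of spread. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 91 DEG between LK and LH, of which 33 were higher in LK and 58 lower. Between LM and LH it called 30 DEG, 8 higher in LM and 22 lower, and between LK and LM 158 DEG, 78 higher in LK and 80 lower. With LM replicate 2 in the fit, the numbers were 47, 11 and 143, and 57 genes were called in all 3 treatments relative to CTL. With only the libraries of the 2 treatments compared in the fit, they were 119, 14 and 167. DESeq2 called 107, 160 and 310 from the 10 libraries, and of the 160 between LM and LH 17 were higher in LM and 143 lower. In the 10 libraries, 117 genes were called in all 3 treatments relative to CTL in the same direction, 77 of them higher and 40 lower, out of 684 genes called in at least 1 treatment. No gene was called in opposite directions in 2 treatments. Since the treatments share the CTL libraries, some overlap arises without any effect. In 20 simulated sets of unchanged groups with the same controls, as many genes as were called in each treatment were taken by smallest p-value among those past the fold change threshold, a count added after the data had been seen. An average of 44.7 genes (36 to 57) then lay in all 3 sets in the same direction, against the 117 observed. This overlap was simulated for the main setting only. The observed number was 215 with DESeq2 and 66 with only the 2 groups compared in each fit. Log2 fold changes relative to CTL correlated across genes with a Pearson's r of 0.70 between LH and LK, 0.56 between LH and LM and 0.57 between LK and LM, against averages of 0.61, 0.54 and 0.54 in the simulated sets with no change. The largest simulated values were 0.620, 0.558 and 0.561, so that only the correlation between LH and LK lay well above them. Over all tested genes, most of each correlation was thus also present without any effect. Genes are not independent replicates.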

The RNA-Seq analysis segregated CTL, LH, LK, and LM treatments according to their gene expression signatures as shown by PCA. The top differentially expressed pathways in all three EAA deficiency treatments included kinetochore metaphase signaling, mitotic roles of polo-like kinase, and G2/M DNA damage checkpoint regulation, all of which are related to a smaller number of cells in the cultures progressing through mitosis. This finding is consistent with the lower rates of DNA synthesis measured by [^3^H]thymidine incorporation.

Kinetochore metaphase signaling, which was the most strongly affected pathway in all three treatments, refers to the spindle assembly checkpoint initiated by improperly attached kinetochores during metaphase. The kinetochore is a protein complex assembled on the centromere of chromosomes during cell division, serving as the attachment point for spindle microtubules to ensure accurate segregation of chromosomes into daughter cells. Targets of the checkpoint pathway [20] that were down-regulated by EAA deficiency include cell division cycle 20 (CDC20), aurora kinase B (AURKB), BUB1 mitotic checkpoint serine/threonine kinase (BUB1), and BUB1B. Polo-like kinase 1 (PLK1), whose expression was affected negatively by EAA deficiency, localizes at the kinetochore and is involved in the spindle assembly checkpoint, but PLK1 also has wider roles in mitosis. It is involved in centrosome maturation, along with AURKA [21] which was also down-regulated by EAA deficiency. Decreased expression of PLK1, cyclin B1 (CCNB1), cyclin-dependent kinase 1 (CDK1) and CDC25C is characteristic of the G2/M DNA damage checkpoint that prevents cells from entering mitosis [22]. PLK1 is also involved in the segregation of chromosomes and cytoplasm to daughter cells [23].

Our DEG and isotope results show that a histidine, methionine or lysine deficiency negatively affects BMEC proliferation and DNA synthesis. Previous research also supports a negative effect of EAA deprivation or a positive effect of EAA supplementation on progression through the cell cycle in various cell types [24, 25]. The effect of EAA on cell number via control of proliferation may be an important contributing factor to EAA effects on milk protein yields from the mammary glands of lactating cows. The yield of milk components such as protein and fat depend on the total number of epithelial secretory cells in the mammary glands and their synthetic activity. Indeed, changes in mammary epithelial mass have been implicated in the effects of dam nutrition on milk component yields [5, 26, 27] and justify investigations into the mechanisms by which secretory cell number is modified.

### Interferon signaling is stimulated by EAA deficiency

Several interferon-related genes were significantly increased by EAA deficiency treatments, including interferon-induced protein with tetratricopeptide repeats 1 (IFIT1) and IFIT3 across all treatments, interferon regulatory factor 9 (IRF9) in LH, IRF1, IRF3, IRF7, IRF9 in LK, and IRF6 in LM. Activation z-scores assigned by IPA software highlight a network of interferon-related regulators and processes predicted to be up-regulated by each of the EAA deficiencies, including all seven members of the family of signal transducers and activators of transcription STAT1, STAT2, STAT3, STAT4, STAT5A, STAT5B, and STAT6. The involvement of the STAT family of TF in mammary epithelial function was first encountered as the mechanism by which prolactin promotes the expression of genes encoding milk proteins [28]. Similarities to the Janus kinase-STAT pathway that had just been revealed in the study of mechanisms of interferon action [29] led to confirmation that dimers of STAT5A/B bound to gamma interferon activation sites on the promoters of milk protein genes in response to prolactin stimulation [30]. Since then, STAT family siblings STAT6 and STAT3 have been implicated in mammary alveologenesis and involution [31].

Interferon signaling is normally thought of as an antimicrobial response of the innate immune system. The presence of foreign double-stranded DNA in the cytosol of immune cells activates the ER-resident stimulator of interferon response cGAMP interactor 1 (STING1) to produce a type I interferon response involving up-regulation of IRF and IFIT expression [32]. Epithelial cells of the mammary glands are also capable of mounting this interferon response when exposed to infectious microbes [33]. IRF proteins are tumor suppressors that induce cell cycle arrest and apoptosis in many types of cancer cells, including breast cancer [34, 35]. Abundance of IRF1 is approximately 30% lower in human breast cancer compared to normal breast tissue [36]. In the normal mammary epithelial cell, IRFs also promote cell cycle arrest and p53-independent apoptosis [37–39]. Furthermore, they suppress branching morphogenesis and ribosome biogenesis [40, 41], and contribute to mammary involution upon cessation of milk removal [42, 43]. Interferon-induced IFIT proteins exert antiviral actions by competing with eIF4E to bind to the nonmethylated 5′-cap of viral mRNA and inhibit their translation [44, 45]. Interferons also inhibit the translation of cellular mRNA by activating the eIF2α kinase PKR which is considered part of the integrated stress response and results in greater ATF4 translation [46].

Expression of IRF genes is modulated as epithelial cells progress through the various stages of mammary development [37, 43, 47, 48] but their activation by EAA deprivation has not been shown previously in mammary cells, to our knowledge. Studies of ATF4 knockdown and overexpression indicate that the interferon-stimulated IRF and IFIT genes are downstream targets of ATF4 in a range of normal and cancer cells [49–52]. There is also the possibility that physiological DNA damage due to hyperproliferation or apoptosis activates interferon signalling through STING1 [53, 54]. Our results have revealed that interferon signaling via IRF, IFIT, and STAT factors is activated in BMEC by EAA deficiency and may contribute to the observed reduced rates of cell proliferation and protein synthesis. Interferon signaling is a novel candidate for mediating the effects of EAA supply on milk protein yield in lactating cows.

### Key upstream transcriptional regulators of EAA deficiency effects on BMEC proliferation and apoptosis

The transcriptional effects of EAA deficiency are classically understood to be mediated by ATF4 following phosphorylation of eIF2α by GCN2 in the free tRNA-activated arm of the integrated stress response [46]. It has been confirmed by knockout of the gene for GCN2 that EAA deficiency causes eIF2α phosphorylation in BMEC through this particular eIF2 kinase [55]. The phosphorylation of eIF2α serves as a regulatory nexus, tempering general protein synthesis as an inhibitor of eIF2 activation while selectively enhancing the translation of ATF4. ATF4 homo- and hetero-dimerizes with ATF6, FOS, and JUN, among other basic leucine-zipper transcription factors, to induce expression of genes involved in resolving and adapting to the EAA deficiency, such as amino acid transporters and ER-resident proteins, in what has been called the amino acid response pathway [7]. We previously found that ATF4 expression increases in BMEC in response to LK and LM [6], and Edick et al. [55] showed that LK or the combined deprivation of arginine, leucine, and lysine induced the expression of ATF4 downstream targets ASNS and solute carrier family 7 member 1 (SLC7A1). Here, we extend these findings to show an array of classic ATF4 targets increasing in BMEC in response to deficiencies of histidine, lysine or methionine, such as amino acid transporters (SLC1A4, SLC1A5, SLC7A5, SLC7A11), the branched-chain aminotransferase BCAT1, two aminoacyl-tRNA synthetases (GARS1, WARS1), the sestrin2 leucine sensor SESN2, and regulators of apoptosis (CHAC1, TRIB3). ATF4 can enhance the mTORC1 pathway by increasing the availability of AAs in cells through the AA transporters SLC7A1 and SLC7A5, which subsequently promotes protein synthesis [56–58]. Conversely, ATF4 can also suppress the mTORC1 pathway via SESN2 and DDIT4, inhibiting protein synthesis [9, 58–60]. Moreover, ATF4 induces cell apoptosis through the CHOP/ATF4 pathway, targeting downstream genes CHAC1 and TRIB3 to cause cell death [61, 62], which could further inhibit milk protein yield. Those findings and our results show that ATF4 is a key TF in the response to EAA deficiency.

An alternative to the ATF4 pathway for TF activation by EAA deficiency involves RAS/RAF/MEK/ERK signaling, which is one of the four mitogen-activated protein kinase (MAPK) cascades that stimulate the expression of early-response genes FOS, JUN, and EGR1 [8, 10, 63, 64]. We previously did not find any increases in expression of FOS, JUN, or EGR1 in response to LK or LM [6] and concluded that a prolonged EAA deficiency in BMEC did not invoke the MAPK cascade. The current results support that conclusion, as these TF were not singled out by RNA-Seq data analysis.

The TF MYC can also be upregulated by the RAS/RAF/MEK/ERK pathway [65–67] and its expression was also not affected by LK or LM in our previous study [6].We did find, however, that hypoxia-inducible factor 1α (HIF1A) increased in expression [6], and HIF1A is thought to be anti-proliferative in large part by displacing the repressor MYC from the promoter of cyclin-dependent kinase inhibitor (CDKN) genes [68]. HIF1A was one of the differentially up-regulated genes in the current data set, and pathway analysis identified MYC as a significantly inhibited TF and CDKN2A as significantly activated. Thus, HIF1A may be a previously unrecognized mediator of EAA deficiency effects.

Other differentially affected TFs related to cell cycle progression commonly shared by the EAA deficiency treatments include FOXM1, CCND1, NUPR1, TP53, and DDIT3. FOXM1 is a transcriptional activator of cell cycle progression, and its down-regulation affects the expression of several cell cycle genes, including CCND1, whose gene product is a regulatory subunit of cyclin-dependent kinases that drives progression through the G1 phase of cell growth and entry into DNA synthesis, and CCNB1 and PLK1 that participate in the G2/M transition [69]. FOXM1 down-regulation may be one of the prime reasons for slower proliferation during EAA deficiency in BMEC. However, whether it is inhibited by ATF4, interferon signaling, or some other pathway remains to be determined. ATF4 silencing increased FOXM1 expression in one study [51] but did not affect FOXM1 in several others [50, 70, 71]. Treatment of glioma cells with a mixture of interferons for 72 h decreased FOXM1 expression, and the authors proposed a mechanism in which TP53 activation by the interferon-induced eIF2α kinase PKR suppresses PLK1 expression, which down-regulates FOXM1 and delays progression into and through mitosis [72].

TP53 is a well-established tumor suppressing TF that induces cell cycle arrest and apoptosis [73]. DDIT3, another TF, is associated with the ER stress response and plays a crucial role in ER stress-induced apoptosis [7]. Both TP53 and DDIT3 interact with ATF4 in various regulatory contexts. TP53 and ATF4 independently converge to regulate numerous common metabolic and pro-apoptotic target genes [74], including SESN2 [75]. Additionally, DDIT3 forms a heterodimer with ATF4, together facilitating apoptosis in cells [76]. Our findings suggest these genes promote apoptosis, potentially through mechanisms involving ATF4.

The stress-responsive TF NUPR1 is hard to categorize as promoting cell proliferation or inducing apoptosis. It was discovered as a stress response gene associated with cell-cycle progression that can aid cells in bypassing the G0/G1 checkpoint and thereby accelerate proliferation [77]. NUPR1 interacts with p53 to promote the progression of mammary epithelial cells through the cell cycle [78, 79], and the knockdown of NUPR1 expression increases apoptosis [80, 81], but some researchers have pointed out that NUPR1 might also stimulate apoptosis. NUPR1 inhibited cell growth and repopulation in human pancreatic cancer cells [82] and breast cancer cells [83]. Specifically, NUPR1 induced apoptosis by upregulating the ER stress-related genes, including TRB3, ATF4, and CHOP (DDIT3) in brain tumor cells [84]. NUPR1 is a downstream target of ATF4 [85] and can be activated by EAA deficiencies, such as leucine deprivation, through ATF4 regulation [86]. It may also play a critical role in ATF4-mediated apoptosis. These results suggest that the effect of NUPR1 on the cell cycle highly depends on the specific cell or tissue. In our BMEC, NUPR1 was activated by EAA deficiencies and cell proliferation was inhibited, which aligns with findings in mammary cancer research [83].

Besides the TF discussed above, several other TFs identified by the upstream regulator analysis could contribute to a slower cell cycle progression, including TP73 and FOXO1. Our results strongly indicate that EAA deficiency inhibits cell proliferation and promotes apoptosis, which are the main determinants of milk secretory cell number. Because daily milk protein yields are highly dependent on the functional secretory cell number within the mammary glands, deficiencies of EAA are likely to decrease milk protein yields not only by limiting the supply of substrate for protein synthesis, but also through decreasing secretory cell number. A limitation of this study is the absence of protein-level or functional validation of the predicted upstream transcriptional regulators. Future studies will be required to verify the functional roles and signaling pathways of these transcription factors.

## Conclusion

This study comprehensively analyzes the transcriptional responses in BMEC under EAA deficiency. Through RNA-sequencing and pathway analysis, we identified key transcription factors and signaling pathways that mediate the effects of EAA deprivation on mammary function. Our results highlight the pivotal role of ATF4, which is significantly activated under histidine, lysine and methionine deprivation. Interferon signaling emerged as a novel pathway activated by EAA deficiency that might contribute to reduced cell proliferation and protein synthesis. The activation of ATF4, the novel role of interferon signaling, and the involvement of HIF1A, FOXM1, TP53, and DDIT3 provide new insights into mechanisms of regulation of milk protein synthesis. These findings enhance our understanding of how nutrient availability impacts mammary gland function, potentially informing strategies to optimize milk production in lactating dairy cows.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO – Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269148. The data is currently private, and the review token is yzmlgoqejzglrsl. The data will be published on December 31, 2025.

# Supplementary material for: An RNA-sequencing analysis to determine potential upstream transcriptional regulators of essential amino acid deficiency responses in bovine mammary epithelial cells
**Source:** BMC Genomics. 2026 Mar 27;27:439. doi: 10.1186/s12864-026-12791-y
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Supplementary Table S1. RNA-sequencing quality control metrics for retained samples

| ***Sample Name*** | ***% Aligned*** | ***% > Q30*** | ***M Seqs*** |
| --- | --- | --- | --- |
| **C1_S398_L002_001_fastq** | 83.6% | 94.0% |  |
| **C1_S398_L002_001_fastq_forward** |  |  | 169.5 |
| **C1_S398_L002_001_fastq_reverse** |  |  | 169.5 |
| **C2_S399_L002_001_fastq** | 88.9% | 93.9% |  |
| **C2_S399_L002_001_fastq_forward** |  |  | 161.4 |
| **C2_S399_L002_001_fastq_reverse** |  |  | 161.4 |
| **C3_S400_L002_001_fastq** |  | 94.2% |  |
| **C3_S400_L002_001_fastq_forward** |  |  | 1.5 |
| **C3_S400_L002_001_fastq_reverse** |  |  | 1.5 |
| **LH1_S401_L002_001_fastq** | 91.7% | 94.3% |  |
| **LH1_S401_L002_001_fastq_forward** |  |  | 127.2 |
| **LH1_S401_L002_001_fastq_reverse** |  |  | 127.2 |
| **LH2_S402_L002_001_fastq** | 91.5% | 93.8% |  |
| **LH2_S402_L002_001_fastq_forward** |  |  | 151.2 |
| **LH2_S402_L002_001_fastq_reverse** |  |  | 151.2 |
| **LH3_S403_L002_001_fastq** | 91.0% | 93.9% |  |
| **LH3_S403_L002_001_fastq_forward** |  |  | 178.7 |
| **LH3_S403_L002_001_fastq_reverse** |  |  | 178.7 |
| **LM1_S404_L002_001_fastq** | 89.1% | 94.0% |  |
| **LM1_S404_L002_001_fastq_forward** |  |  | 170.3 |
| **LM1_S404_L002_001_fastq_reverse** |  |  | 170.3 |
| **LM2_S405_L002_001_fastq** | 86.1% | 93.5% |  |
| **LM2_S405_L002_001_fastq_forward** |  |  | 118.9 |
| **LM2_S405_L002_001_fastq_reverse** |  |  | 118.9 |
| **LM3_S406_L002_001_fastq** | 89.0% | 93.5% |  |
| **LM3_S406_L002_001_fastq_forward** |  |  | 150.0 |
| **LM3_S406_L002_001_fastq_reverse** |  |  | 150.0 |
| **LY1_S407_L002_001_fastq** | 92.4% | 94.0% |  |
| **LY1_S407_L002_001_fastq_forward** |  |  | 162.5 |
| **LY1_S407_L002_001_fastq_reverse** |  |  | 162.5 |
| **LY2_S408_L002_001_fastq** | 91.8% | 94.0% |  |
| **LY2_S408_L002_001_fastq_forward** |  |  | 160.3 |
| **LY2_S408_L002_001_fastq_reverse** |  |  | 160.3 |
| **LY3_S409_L002_001_fastq** | 93.2% | 93.9% |  |
| **LY3_S409_L002_001_fastq_forward** |  |  | 158.6 |
| **LY3_S409_L002_001_fastq_reverse** |  |  | 158.6 |

How the deposited data were processed for this re-analysis (not part of the article)

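RNA-Seq libraries of differentiated BMEC cultured for 60 h in CTL, LH, LK or LM medium were analysed from the table of counts that the authors deposited. The authors cleaned reads with fastp, aligned them with STAR to the bovine assembly ARS-UCD1.2 and counted them per gene with featureCounts on the Ensembl annotation. The options of featureCounts, such as strand and the treatment of read pairs, are not given in the sources used here. The deposited values are raw counts per gene for 27607 Ensembl identifiers in 11 libraries, with 0 duplicated identifiers, and no count column was left unused. Conditions and replicate numbers were taken from the labels of the samples, which match the names of the columns and the paper. LM replicate 2 is in the table although the paper excluded it, and it was left out of the main comparisons and added back as an alternative. CTL3 was not analysed here.

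Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. In the main analysis the 10 libraries of the paper were fitted in a single quasi-likelihood model with 4 groups, TMM normalization and no covariates. Genes with more than 10 reads summed over the libraries were tested, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an FDR under 0.05 and an absolute log2 fold change of at least 1 were called DEG. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Normalized counts are CPM after TMM, multiplied by the mean library total. The design, the tests and the first set of alternatives were fixed before the counts were examined. These alternatives were all 11 libraries, DESeq2, its size factors in edgeR, library size only, filterByExpr, no limit on low counts, only the 2 groups compared, each library left out in turn, the replicate number as a block, glmTreat, and FDR alone. Alternatives added after the data had been seen were a limit of at least 10 reads, genes averaging 200 counts or more, counts divided by an estimate of the reads per captured molecule, and further settings of DESeq2.

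Principal components were computed on log2 CPM with a prior count of 2, and the share of squared distance between groups was tested against all labelings of the libraries. The share of genes at 0 was taken among genes averaging 50 to 100 counts in the other libraries. Reads per capture were estimated for each library as the mean count of those genes divided by the negative natural logarithm of their share at 0, which assumes that molecules were captured at random and treats genes of the stratum as equal. Estimates ranged from 17.0 in LK replicate 3 to 69.4 in CTL replicate 1. PCR reads without molecular identifiers are not independent molecules, so the large totals overstate the precision of low counts.

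The edgeR and DESeq2 steps were tested on simulated counts for 17983 genes, with 200 genes changed by log2 fold changes of 1.5 to 4 in either direction in each treatment. edgeR called 128 of the changed genes in LH, 131 in LK and 131 in LM, and 2, 5 and 2 unchanged genes. Among changed genes averaging at least 200 counts it called 122 of 133, 126 of 137 and 129 of 148. DESeq2 called 128, 132 and 136 of the 200 changed genes and 47, 49 and 46 unchanged genes. The counts were drawn with the spread per gene that edgeR had estimated, so the test is not neutral between the 2 tools. Unchanged groups sharing the CTL libraries were simulated in 20 sets, with the same spread per gene in all libraries and no difference in reads per capture. As almost no gene passed the thresholds in these sets, the overlap was counted among as many genes by smallest p-value as were called in the data.

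The rule for genes to be named, written before the data were examined and after the tables of the paper had been read, covered the genes that the paper names, the genes labelled in Fig. 1, the 3 genes with the smallest p-values in each direction of each comparison with CTL, and members of gene lists. The deposited table holds identifiers only, and of 37063 genes in the reference table of bovine RefSeq genes 0 carried an Ensembl identifier, so 0 identifiers were matched to a name. Only genes chosen by p-value could therefore be given. Of these, 2 that rose and 2 that fell are printed, those named in the most comparisons and then by the smallest p-value, an order that was set after the data had been seen. Whether they have near-identical copies that share reads is not known. The gene list tests, the counts of regulator targets and the genes named by the paper were left out for the same reason. Ingenuity Pathway Analysis was not repeated, and the measurements of protein and DNA synthesis were not analysed here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.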

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

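Groups held 2 or 3 libraries, so no library was tested as an outlier within its group. The tests of genes averaging at least 200 counts, of counts divided by reads per capture, of the simulated libraries, of the side of CTL at which LM replicate 2 lay among the DEG, of the share of genes at 0 in LM replicate 2 and of its label against LK, LH and CTL were chosen or reworded after results had been seen, whereas the other splits of the LH and LK libraries were planned.

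The responses to deficiencies of lysine and histidine differed in a direct comparison, with 91 DEG between LK and LH. With the 6 libraries split into 3 and 3 in other ways, the real split was the 1 split of 10 with as many calls. edgeR made 0 calls in each of the other 9, with 245 to 767 genes at an unadjusted p under 0.05, where the real split had 3063. The share of 10 splits can never be under 0.1, so this count cannot exclude chance whatever its outcome. More genes were lower than higher in LK, 58 against 33. The excess was smaller with library size only (49 against 39) and with all 11 libraries (26 against 21), and with FDR alone more genes were higher (677) than lower (646). LK and LH libraries had similar shares of genes at 0, and among genes averaging at least 200 counts 49 genes were lower and 31 higher, which argues against a shortage of RNA molecules as the source of the excess. What in the 2 deficiencies underlies the difference was not tested.

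The responses to deficiencies of methionine and histidine differed by 30 DEG between LM and LH. Of these, 22 were lower and 8 higher in LM. Among genes averaging at least 200 counts 7 genes were lower and 8 higher, so the excess lies at low counts. There was also no excess of lower genes with counts divided by reads per capture (5 lower and 8 higher) or with only the 2 groups compared in the fit (6 and 8). At low counts, fewer distinct RNA molecules in the LM libraries are a candidate explanation. In 5 sets simulated with such a shortage and no change in expression, however, edgeR called 0 genes between LM and LH, with 925 to 990 genes at an unadjusted p under 0.05, and DESeq2 called an average of 46.4 lower, where 143 were observed. A shortage and lower expression of these genes in LM cannot be told apart, since the simulation rests on an assumed model of capture. Its sets also hold no true changes, so the FDR threshold is met only at smaller p-values than in the data. The count moved between 19 and 85 when single libraries were left out. It was 52 and 58 without CTL replicates 1 and 2, 19 without LH replicate 3 and 85 without LM replicate 3. With LM replicate 2 added it was 11.

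The responses to deficiencies of lysine and methionine differed by 158 DEG between LK and LM, with 143 when LM replicate 2 was added. The split was 78 higher and 80 lower, 51 and 81 among genes averaging at least 200 counts, and 60 and 83 with all 11 libraries. DESeq2, with an excess in the other direction, called 193 genes higher and 117 lower, with 0 reads in both LM libraries for 110 of them. These LM libraries differ from LK in the share of genes at 0 as well as in methionine and lysine. In the simulated sets with no change in expression, DESeq2 called an average of 44.6 genes at 0 in both LM libraries (37 to 52). edgeR called 0 genes between LK and LM in these sets, with 894 to 945 genes at an unadjusted p under 0.05, where 20 of its observed calls were at 0 in both LM libraries. The simulated shortage thus gave fewer such calls than observed with either tool. Without true changes in these sets, however, the FDR threshold is met only at smaller p-values than in the data. The difference therefore cannot decide between a shortage and a response of these genes.

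LM replicate 2, which the paper left out, was compared with the response of the other LM libraries. Of the 269 genes with the smallest p-values in LM relative to CTL, computed without it, 94.8% lay on the same side of CTL in LM replicate 2. In simulated sets with no change in expression, this share had a median of 86.4% and reached 90.0%, because the CTL libraries enter both values. Of the 269 DEG themselves, 223 (82.9%) lay on the same side. In the same simulated sets, 269 genes past the fold change threshold with the smallest p-values gave a median of 77.0% (71.4% to 87.0%). The side of CTL at the DEG therefore does not set LM replicate 2 apart from a library with no change. At the genes taken by p-value alone, its share lay above that of every simulated set. A swapped label was weighed for its distance from the other LM libraries. LM replicate 2 lay nearer to LM replicates 1 and 3 than to LK at 119 of the 158 DEG between LK and LM, which argues against a library of LK. It lay nearer to them than to CTL at 188 of the 269 DEG between LM and CTL. At these DEG the side of CTL did not separate it from an unchanged library. The count of 188 therefore does not decide on a library of CTL. Neither count was computed for a held-out library. At 16 of the 30 DEG between LM and LH, LM replicate 2 lay nearer to LM, and at 11 of the 17 that averaged at least 200 counts. These are few genes, so the 434 genes with an FDR under 0.05 between LM and LH at any fold change that averaged at least 200 counts were taken as well. LM replicate 2 lay nearer to LM at 268 of them (61.8%). With each library held out of the choice of its own genes, this share was 73.5% for LM replicate 1 and 58.9% for LM replicate 3, and 2.46% to 33.2% for the 3 LH libraries, which argues against a library of LH. The share of genes at 0 was 44.2%, above that of LM replicates 1 and 3, so that fewer distinct RNA molecules are a candidate explanation of the distance.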

How the results depend on the processing

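The tests with at least 10 reads, with genes averaging 200 counts or more, with counts divided by reads per capture and with further settings of DESeq2 were chosen after the data had been seen. Gene list tests and the genes named by the paper were not run under any alternative, since identifiers could not be paired with names.

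Scaling moved the number of DEG little and their direction more. With the size factors of DESeq2 in edgeR or with library size only, each of the 6 counts of DEG, the number of shared DEG and the number of DEG with 0 reads in a group stayed within 1.5 times the main value. With library size only, however, 292 DEG of LK were higher and 279 lower, where TMM gave 274 and 298, and 172 DEG of LM were higher and 94 lower, where TMM gave 148 and 121. The direction with more DEG of LK also changed with DESeq2 (481 higher and 361 lower), with FDR alone (1350 and 1158) and without CTL replicate 1 (309 and 243) or CTL replicate 2 (525 and 364), so no excess in either direction is stable for LK. The excess of higher genes in LH and LM was not stable either. With only the 2 groups compared, 69 were higher and 72 lower in LH, and 80 and 84 in LM. With counts divided by reads per capture, the numbers were 59 and 84 in LH and 67 and 75 in LM. DESeq2 kept the excess, with 299 and 101 in LH and 295 and 246 in LM. The counts of DEG also stayed within 1.5 times the main values without a limit on low counts, apart from 1 call averaging under 10 counts where there had been 0. At least 10 reads in place of more than 10 gave 214, 578 and 275 DEG for LH, LK and LM. The 4 genes given by identifier kept their direction and their side of the thresholds under each of the 23 settings run for them. The separation of groups over all tested genes stayed past its threshold in each setting run, with shares of 41.6% to 46.2% when a library was left out. The median share over all labelings was then also higher, at 36.7% to 37.2%, against 33.0% with the 10 libraries. The largest p of these settings was 0.030, without LM replicate 1 (exact permutation test, one-sided).

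With all 11 libraries, the DEG numbered 100 for LH and 158 for LM relative to CTL, 47 between LK and LH and 11 between LM and LH, and 57 DEG were shared by the 3 treatments. The 100 DEG of LH and the 394 of LK were all among those called without LM replicate 2, as were 134 of the 158 of LM. DEG with 0 reads in a whole group, summed over the 3 comparisons with CTL, fell from 185 to 44.

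DESeq2 called 400 DEG for LH and 541 for LM relative to CTL, 160 between LM and LH and 310 between LK and LM, with 215 shared DEG. DEG with 0 reads in a group numbered 675, and 15 averaged under 10 counts. In LH, 299 were higher and 101 lower, a larger share of higher genes than with edgeR. With filterByExpr, 14 DEG were called between LM and LH and 110 had 0 reads in a group. With only the 2 groups compared in the fit, the DEG numbered 141 for LH, 164 for LM and 14 between LM and LH, with 66 shared and 72 at 0 reads in a group. The causes of these changes were not tested.

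glmTreat, which tests against a log2 fold change of 1 and is stricter by construction, called 26 DEG for LH, 156 for LK and 21 for LM, 1 between LK and LH, 1 between LM and LH and 19 between LK and LM. FDR alone called 1051, 2508 and 1366 relative to CTL, and 1323, 447 and 987 in the same 3 comparisons between treatments.

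With each library left out in turn, DEG ranged from 165 to 449 for LH, from 499 to 889 for LK and from 183 to 490 for LM, from 19 to 85 between LM and LH, from 75 to 111 between LK and LH and from 110 to 211 between LK and LM. The highest values relative to CTL were those without CTL replicate 2, and those of LM and LH moved by over 1.5 times without CTL replicate 1 (52), CTL replicate 2 (58), LH replicate 3 (19) or LM replicate 3 (85). Shared DEG ranged from 85 to 282 and DEG with 0 reads in a group from 137 to 485, both highest without CTL replicate 2. DEG averaging under 10 counts ranged from 0 to 1, with 1 each without LH replicate 1, LM replicate 1 and LM replicate 3. Where CTL or LM kept a lone library, it was assumed to vary like the other groups.

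The replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their group means correlated between -0.012 and 0.039 over 12 pairs. With the replicate block, DEG with 0 reads in a group numbered 74, and no count of DEG of a comparison moved by over 1.5 times.

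Added settings bear on low counts. Among genes averaging 200 counts or more, 154, 501 and 199 DEG were called for LH, LK and LM, 15 between LM and LH, and 3 had 0 reads in a group. With counts divided by the reads per capture of each library, 143, 477 and 142 DEG were called for LH, LK and LM, 13 between LM and LH and 61 in all 3 treatments, with 17 at 0 in a group and 44 averaging under 10 of the reduced counts. In that setting 59 DEG of LH were higher and 84 lower, where the main analysis gave 133 and 81. With all 11 libraries and divided counts, the numbers were 102 for LH, 123 for LM, 12 between LM and LH and 49 shared, with 3 at 0 in a group and 17 averaging under 10.

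Other settings of DESeq2 gave the following numbers for LH, LK and LM. With at least 10 reads they were 402, 847 and 541, with 160 between LM and LH, 310 between LK and LM, 217 shared, 678 at 0 in a group and 15 averaging under 10. With alpha of 0.05 in the independent filtering they were 402, 847 and 551 for at least 10 reads and 400, 845 and 541 for more than 10. With no filter they were 411, 858 and 559, and with alpha of 0.05 as well 411, 852 and 562. A local fit gave 444, 933 and 633, and a prior on fold changes gave 27, 160 and 25. With all 11 libraries they were 328, 690 and 510. With the 10 libraries in the order of the file they were 398, 842 and 541. With only the 2 groups compared they were 334, 862 and 274, and with alpha of 0.05 as well 331, 860 and 274.

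In the self-test, edgeR recovered 122 of 133 changed genes of LH that averaged at least 200 counts and 128 of all 200, so that few changes at lower counts were found. Depth was not varied in that test.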

Differences from the paper's values

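The number of DEG of LH was 214, where the paper's reported value is 383. Among the alternatives set before the data were examined, DESeq2 with 400 DEG and edgeR without CTL replicate 2 with 449 came within 1.5 times the paper's value. The other alternatives did not, including all 11 libraries, other scalings and limits on low counts, only the 2 groups compared, the replicate block, glmTreat, FDR alone and the omission of any other library.

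The number of DEG of LM was 269, where the paper's reported value is 536. DESeq2 gave 541 and edgeR without CTL replicate 2 gave 490. No other alternative set beforehand came within 1.5 times. The paper's methods name DESeq2. Its reported value of 780 DEG for LK lies within 1.5 times the 572 called here and the 842 of DESeq2. No setting that was run gave the paper's 3 numbers exactly, including settings of DESeq2 chosen after seeing the values. Among these, DESeq2 with at least 10 reads gave 402, 847 and 541, and with all 11 libraries 328, 690 and 510. How many of the paper's own DEG each setting drops is not known, since the paper's list was not used here.

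The first component held 17.9% of the variance over all tested genes, where the paper shows about 68% in Fig. 2A, read by eye. On the 500 most variable genes it was 73.4% and on the DEG 50.6%, both within 1.5 times. With all 11 libraries (18.7%), the replicate block (21.4%) or any library left out, it was not. The figure is of DEG, whereas the value here is of all tested genes. For the second component the paper shows about 13%, also read by eye. It was 19.5% on the DEG, which is not within 1.5 times, 14.0% over all tested genes and 10.4% on the 500 most variable genes.

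The paper gives 18421 genes with more than 10 reads. More than 10 reads over the 10 libraries were found for 18345 genes, and a limit of at least 10 reads, chosen after seeing the values, gave 18421.

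The paper describes a high repeatability between replicates on the components of DEG. Over all tested genes, the nearest library was a replicate of the same treatment for 3 of 10 libraries, over genes averaging 200 counts or more for 6 of 10, and over the 500 most variable genes for 10 of 10. The paper's statement concerns DEG, for which this count was not made. On the first 2 components of the 684 DEG of edgeR, however, replicates lay together. CTL lay at -45.7 and -41.4 on the first, LH at 5.05 to 7.01 and LK at 17.9 to 20.0. LM lay at -30.3 and -24.0 on the second, below all other libraries. These genes were chosen for differing between groups.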

Other observations

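The tests of library totals, of the most counted genes, of genes at 0 in LM, of even counts and of edgeR on the simulated libraries were chosen after results had been seen.

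The CTL and LM libraries lacked more genes than the LH and LK libraries at the same mean count, and many DEG of the comparisons with CTL were genes at 0 in both CTL libraries. Library size argues against itself as the explanation, because the median total of CTL was 1.02 times that of LH. The 10 most counted genes took 11.5% of the counts in CTL on average, within the range of LH (10.8% to 11.9%). A candidate explanation is that fewer distinct RNA molecules were sequenced in CTL and LM, with more duplicate reads of each. Among genes with 50 to 100 normalized counts in a CTL library, 36.9% were at 0 in the other CTL library, and 30.0% in LM, against 15.0% in LH and 11.4% in LK, although treatment does not differ within a group. The lowest value of a pair of CTL or LM libraries (27.9%) was above the highest of LH and LK (20.4%). The paper's alignment rates were also lower in CTL (83.6% and 88.9%) and LM (89.0% and 89.1%) than in LH (91.0% to 91.7%) and LK (91.8% to 93.2%). Genes switched on by deficiency stay open as a biological explanation. In LM relative to LH, DESeq2 called 96 genes at 0 in both LM libraries and 3 at 0 in the 3 LH libraries, so genes were missing from a deficient group too. However, no CTL or LM library had a share of genes at 0 as low as those of LH, and molecules were not counted. The explanations therefore cannot be told apart gene by gene.

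To see how many DEG a shortage of molecules gives with no change in expression, 5 sets of libraries were simulated with the same mean for each gene in all groups and with the reads per capture of each library. DESeq2 called an average of 112.6 genes at 0 in both CTL libraries in LH relative to CTL (99 to 129), where 176 were observed. The prediction had been as many as observed if this were the cause and almost none if not, and the outcome lies between these. The simulated shares of genes at 0 were on average above the observed ones in each library, at 35.5% to 38.0% in CTL replicate 1, where 32.1% was observed, and at 22.8% to 29.2% in CTL replicate 2, where 20.6% was observed, so the simulation may overstate such calls. Of all its calls in these sets an average of 116.4 were higher and 2.8 lower in LH. Between LK and LH, which have similar shares of genes at 0, it called an average of 1.2 genes. A large part of the low-count DEG higher in LH may therefore come from this difference between libraries, and whether the rest does cannot be told apart with a simulated model. edgeR called an average of 5.4 genes at 0 in both CTL libraries (0 to 8), where 43 were observed. With no true change in the simulated sets, the FDR threshold is met only at smaller p-values than in the data. In the data, 1051 genes of LH passed it at any fold change. The numbers of calls therefore cannot show how many a shortage leaves unaccounted for, with either tool. Whether a more uneven capture of molecules could give the observed calls was not tested.

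Adding LM replicate 2 lowered the number of DEG in comparisons that do not use it, from 214 to 100 in LH and from 572 to 394 in LK. With LM replicate 2 kept in the fit as a group of its own, 215 DEG were called in LH and 581 in LK, in line with the estimate of spread shared by all groups being widened by its distance from the other LM libraries.

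Low counts were mostly even. The lowest share of even values among counts of 1 to 20 was 67.5%, in LM replicate 3, and totals on genes exceeded the paper's numbers of read pairs. This is consistent with both reads of a pair being counted, in which case 10 counts correspond to about 5 fragments. No biological explanation was tested.

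The read numbers of Supplementary Table S1 are the paper's. Their mean is 155.3 M pairs over 11 libraries with LM replicate 2 and 159.0 M over the 10 libraries used. The lowest of the 10 is 127.2 M pairs, in LH replicate 1, and the table also lists LM replicate 2 and, with 1.5 M pairs, CTL3, although its title speaks of retained samples.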
